# SOX10-Mediated Regulation of Enteric Glial Phenotype in vitro and its Relevance for Neuroinflammatory Disorders

**DOI:** 10.1007/s12031-025-02321-y

**Published:** 2025-02-21

**Authors:** Madlen Kunke, Meike Kaehler, Sebastien Boni, Katja Schröder, Alicia Weier, Rittika Chunder, Stefanie Kuerten, Martina Böttner, Ingolf Cascorbi, Michel Neunlist, Thilo Wedel, Ralph Lucius, François Cossais

**Keywords:** Enteric glial cells, Schwann cell, Sox10, PLP1, Nestin, Multiple sclerosis, Neuroinflammation

## Abstract

The transcription factor SOX10 is a key regulator of myelinated glial cell phenotype and function, with a known role in multiple sclerosis (MS). SOX10 is also expressed in enteric glial cells (EGC) within the gut, yet its regulatory functions in EGC remain poorly understood. This study aimed to identify SOX10 target genes that influence EGC phenotype and may have implications for MS. An EGC cell line was established for doxycycline-inducible SOX10 overexpression. Impact of SOX10 overexpression on EGC phenotype was assessed by genome-wide expression analysis and results were validated via RT-qPCR and western blot. Data were compared with SOX10 ChIP-seq and transcriptomic datasets from MS patients to identify pan-glial SOX10 target genes potentially linked to neuroinflammatory disorders. SOX10 overexpression was associated with ectopic upregulation of genes related to myelin regulation and glial differentiation, as evidenced by increased PLP1 expression at mRNA and protein levels. Comparison to ChIP-seq and MS datasets highlight SOX10 target genes, including *PLP1*, *RNF130*, *NES* and *APOD* potentially involved in central and peripheral manifestations of MS pathology. Our findings support a cell-specific regulation of EGC phenotype through SOX10 expression level and identify SOX10-regulated genes relevant to EGC function. This research advances the understanding of EGC diversity and provide information about glial cells targeting in neuroinflammatory disorders.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12031-025-02321-y.

## Introduction

The transcription factor SOX10 plays a pivotal function in the development and plasticity of myelinating glial cells. In particular, SOX10 regulates the differentiation and phenotype of oligodendrocytes and peripheral Schwann cells (Britsch et al. 2001) through the direct regulation of myelin gene expression. SOX10 has also been associated with alterations of the oligodendrocyte phenotype in relation with multiple sclerosis (MS) (Yeung et al. 2019).

SOX10 has been shown to promote the differentiation of human pluripotent stem cells toward an oligodendrocyte phenotype. Furthermore, *Sox10* overexpression is sufficient to induce transdifferentiation of astrocytes to an oligodendrocyte phenotype (Pozniak et al. 2010; García-León et al. 2018). Consequently, it has been proposed that SOX10-induced transdifferentiation toward an oligodendrocyte-phenotype may represent a strategy of interest toward the development of stem-cell based therapy in MS and neurodegenerative disorders (Mokhtarzadeh Khanghahi et al. 2018; Yavarpour‐Bali et al. 2020; Mozafari et al. 2020).

The enteric nervous system (ENS) plays a pivotal role in regulating main functions of the gastrointestinal tract. Besides its role in oligodendrocytes and Schwann cells, SOX10 plays an evolutionary conserved role in ENS development and Sox10 expression persists in enteric glial cells (EGC) after birth (Cossais et al. 2010, 2016). Whereas *Sox10* deletion leads to ENS developmental disorders, manifesting as Hirschsprung’s disease in humans, *Sox10* overexpression in enteric neural crest stem cells or enteric progenitors cells results in the maintenance of a progenitor state and inhibition of neuronal or glial differentiation (Kim et al. 2003; Bondurand et al. 2006).

Originally considered as mere supportive cells for enteric neurons, EGC have emerged as crucial contributors to the regulation of intestinal motility as well as to the maintenance of barrier functions, and the orchestration of neuro-immune interactions within the intricate intestinal microenvironment (Seguella and Gulbransen 2021; Progatzky and Pachnis 2022; Bubeck et al. 2023). Conversely, alterations in the phenotype and plasticity of EGC are emerging as pivotal factors in the pathophysiology of various diseases, including inflammatory bowel disease (IBD), and neuroinflammatory disorders, including MS (Neunlist et al. 2014; Wunsch et al. 2017; Chalazonitis and Rao 2018; Cossais et al. 2021). Nonetheless, little is known regarding the regulation of EGC phenotype under physiological or pathological conditions.

Recent research has illuminated the remarkable phenotypic diversity of EGC (Sharkey and Mawe 2023). Notably, six distinct EGC subtypes have been identified based on their localization and morphology (Seguella and Gulbransen 2021). These subtypes include EGC located within the myenteric and submucosal ganglia, EGC associated with interganglionic nerve fibers, and mucosal EGC. EGC express typical glial markers such as S100B, glial fibrillary acidic protein (GFAP), and SOX10. Whereas SOX10 and S100B serve as pan-EGC markers, the expression of GFAP appears to be more variable. In the last years, additional EGC markers have been identified, including proteolipid protein 1 (PLP1) (Rao et al. 2015). While transcriptomic evidence supports the distinct nature of EGC compared to central or to other peripheral glial cells, our understanding of the regulation of EGC phenotype remains limited (Boesmans et al. 2021; Elmentaite et al. 2021; Fawkner-Corbett et al. 2021). In particular, a definitive correlation between anatomical and molecular classifications of EGC remains an area of ongoing investigation, with the balance between plasticity and diversity yet to be fully elucidated (Valès et al. 2018).

In order to explore SOX10's role in EGC phenotypic plasticity, an EGC cell line overexpressing *Sox10* was developed. In order to identify genes relevant for MS cell therapy, SOX10-induced gene expression pattern in EGC was compared to transcriptomic datasets of central and peripheral glial cells as well as to transcriptomic profiles of MS patients. This approach further highlights SOX10 target genes potentially involved in the regulation of myelinating glial cells and EGC phenotype under physiological and pathological conditions (Esposito et al. 2013; Pochard et al. 2018; Wunsch et al. 2017).

## Material and Methods

### Cell Culture

The EGC line JUG2 derived from rat ENS primary culture was used for this study (Bach-Ngohou et al. 2010). JUG2 cells were cultured in cell specific growth medium (DMEM; Gibco; 41965–039) supplemented with 10% v/v fetal bovine serum (Pan-Biotech), 100 U/mL penicillin and 100 µg/mL streptomycin and incubated at 37 °C in a 5% CO_2_ and 95% air atmosphere. Cells were subcultured when they reached confluency by trypsinization. If not otherwise mentioned, SOX10 overexpression was induced by adding 1 µg/mL doxycycline to the cell growth medium and culturing cells for 48 h.

### Lentiviral Transduction of JUG2 Cells

To generate stable transgenic cell lines overexpressing SOX10, JUG2 cells were transduced with the following lentiviral vectors: Sox10 (TetO-FUW-Sox10, Addgene plasmid #45,843), transactivator protein (pLV EF1a TET3G, Addgene #184,379), GFP (pLV TREG EmGFP, Addgene #36,083). Vectors were produced by transient transfection of 293 T cells. A total of 5 × 10^6^ cells were seeded in a 10 cm dish in modified Dulbecco's culture medium supplemented with 10% fetal calf serum, penicillin (100 IU/mL) and streptomycin (100 µg/mL) in a 5% CO_2_ incubator. A total of 22.5 µg of plasmid DNA was used for transfection of one dish: 5 µg of envelope plasmid pMD.G, 7.5 µg of packaging plasmid psPax2, and 20 µg transfer vector plasmid. The precipitate was formed by adding the plasmids to a final volume of 227.5 µL water and 250 µL 2.5 M CaCl_2_, mixing well, then dropwise addition of 500 µL 2X HEPES buffered saline solution (281 mM NaCl, 100 mM HEPES, 1.5 mM, Na_2_HPO_4_ [pH 7.12]) while vortexing and immediately adding the precipitate to the cultures. The medium (10 mL) was replaced after 24 h. The conditioned medium was collected after a further 24 h, cleaned by low-speed centrifugation (400 × g for 5 min) and filtered through 0.45 mm PVDF (polyvinylidene difluoride) filters. One day before lentiviral transduction JUG2 cells were seeded in a density of 1 × 10^5^ cells in a 24-well plate. The following day JUG2 cells were incubated with a mix of 30 µL of EF1a TET3G and 50 µL of Sox10 (TetO-FUW-Sox10) or GFP (pLV TREG EmGFP) in presence of 5 µg/mL of puromycin under normal cell culture conditions. After 10 h transduction the media was changed to growth medium supplemented with 5 µg/mL of puromycin. After reaching confluency cells were transferred to 12-well plate followed by 6-well plate and further expansion. With each subcultivation we used 5 µg/mL puromycin in growth medium. Transduced JUG2 cells with TREG EmGFP instead of Sox10 served as fluorescent transduction control.

### Experimental Autoimmune Encephalomyelitis (EAE) Induction

Spinal cord and colonic tissues were retrieved from EAE-induced animals from a previous study (Weier et al. 2022). Briefly described, four C57BL/6 J females (Charles River; strain code 632), aged 9–12 weeks, were kept in pathogen-free conditions at the Franz-Penzoldt-Zentrum, University Hospital Erlangen. For EAE induction, MP4 (2 mg/mL, Alexion Pharmaceuticals) was mixed 1:1 with complete Freund’s adjuvant, containing paraffin oil (Sigma-Aldrich), mannide monooleate (Sigma-Aldrich), and *Mycobacterium tuberculosis* H37Ra (5 mg/mL, BD, Difco). 100 μL of the mixture was injected subcutaneously on each flank. Mice received 120 ng of pertussis toxin (Hooke Laboratories) diluted in 100 µL sterile PBS (Thermo Fisher) via intraperitoneal injection on the day of immunization and 24 h later. Efficiency of the induction has been previously evaluated (Weier et al. 2022). Untreated age-matched mice served as controls. All experiments were performed according to established protocols that were approved by the Government of Lower Franconia (“Regierung von Unterfranken”; license no. 55.2–2531.01–91/14) and the local Ethics Committee of Kiel University (V242-70,056/2015(91–7/15)) and in accordance with the 3R principles (Replacement, Reduction and Refinement) and the ARRIVE criteria.

### RNA Isolation and Real‑Time Quantitative PCR

Real-time quantitative PCR (RT-qPCR) was performed as previously published (Kneusels et al. 2021). In brief, total RNA extraction from JUG2 cell cultures or from mouse colon and spinal cord specimens was performed using Nucleozol (Macherey–Nagel) and the extracted RNA was stored at − 80 °C until further processing. Reverse transcription was performed on 1 μg total RNA using the Revert Aid reverse transcription kit (Thermo-Fisher Scientific) following manufacturer’s recommendations. Quantitative PCR (qPCR) was performed on 5 ng cDNA using the Evagreen Supermix (Solis biodyne) or the qPCR Master Mix Plus (Eurogentec) on an ABI Prism 7500 fast Real-Time PCR cycler (Life Technologies). The housekeeping gene *Rps6* was used for normalization as *Rps6* relative expression to *Gapdh* remained stable under the conditions used for the analyses (data not shown). Primer sequences are listed in Supplementary Table 1. Relative quantitation to control conditions was performed using the 2^–∆∆Ct^ method and normalization to control conditions.

### Microarray Analysis

Genome-wide expression analysis was performed on 100 ng total RNA JUG2 cells obtained from four independent experiments using Clariom S arrays (Thermo-Fisher Scientific) according to manufacturer’s recommendations and as previously published (Kneusels et al. 2021). Data were analyzed using the Transcriptome Analysis Console v4.0.3.14 and are available at the GEO database (GSE249205). Results were considered statistically significant for FDR-p-value < 0.01 and fold change ≥  ± 2. Genes matching afore mentioned filter criteria and induced only by doxycycline treatment were excluded for gene analysis.

### Gene Ontology Term Enrichment and Comparative Datasets Analysis

Gene Ontology (GO) term enrichment analysis was performed using the online tool Toppgene and using all genes differentially expressed more than tenfold after Sox10 induction together with a gene list derived from *Rattus Norvergicus*. Categories with a FDR-p-value < 0.05 were retained as “enriched”. Single-cell expression within the human ENS were obtained from a published dataset (Fawkner-Corbett et al. 2021) and analysed using the software R (version 4.1.0) running the Seurat library (version 4.0.3) (Hao et al. 2021) as previously described (Heimke et al. 2023). Genome-wide expression data for brain tissue of patients with multiple sclerosis was obtained from a published dataset (GSE38010) (Han et al. 2012). Expression observed in active plaques (GSM931814, GSM931815 and GSM931816) was compared to the expression in control tissues (GSM931812 and GSM931813) using the GEO2R online tool. DEG with fold change ≥ 2 and p-value < 0.05 were selected for further analysis. Analysis of overlapping DEG between given datasets was performed using the online tool Venn (https://bioinformatics.psb.ugent.be/webtools/Venn/).

### Immunofluorescence

JUG2 cells were grown on glass cover slips, fixed with 4% w/v paraformaldehyde (PFA)/PBS for 10 min, permeabilized with 0.5% v/v triton-100/PBS for 30 min and blocked with 5% v/v skim milk/PBS for 1 h. For detection of intermediate filaments, cells were incubated overnight at 4 °C with nestin antibody (dilution 1:100) followed by Alexa555-coupled (Invitrogen, dilution 1:500) antibody for 2 h at room temperature. Subsequently, cells were incubated overnight at 4 °C with SOX10 (dilution 1:100) as secondary primary antibody followed by Alexa488-coupled (Invitrogen, 1:500) antibody for 2 h at room temperature. Nuclei were counterstained with Hoechst 33342 (Sigma-Aldrich) for 5 min. Blank controls were performed by omitting primary antibodies. Image acquisition was performed using confocal microscopy with a “Facility Line” system (Abberior) based on an IX-83 inverted microscope (Olympus), running the Imspector 16.3.11308 software.

### Antibodies

The following antibodies were used: mouse anti-β-actin (sc-81178; Santa Cruz; Lot# E3012), rabbit anti-GFP (D5.1/#2956; Cell Signaling; Lot# 6), mouse anti-nestin (rat-401; Developmental Studies Hybridoma Bank), rabbit anti-PLP1 (NBP1-87781; Novus Biologicals; Lot# B115828) and rabbit anti-SOX10 (ILP3833; ImmunoLogic; Lot# 3947 V).

### Western Blot

Whole cell lysates were prepared according to standard protocols. Briefly, cells were washed once with PBS and mechanically collected by scraping in PBS, then centrifuged at 150 × g for 5 min. PBS was removed and cell pellets were resuspended in RIPA buffer including cOmplete Mini protease-inhibitor-cocktail, and PhosSTOP phosphatase inhibitor (both Roche Diagnostics GmbH, Mannheim). Lysates were incubated for 30 min at 4 °C, centrifuged at 17,500 × g at 4 °C for 45 min. Lysates were transferred into clean tubes and stored at − 20 °C. Protein concentration was measured using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, USA), and protein amounts were adjusted. Samples were denatured at 95 °C in Laemmli buffer for 5 min. Uncropped raw blots are shown in the supplementary data.

### Statistical Analysis

Statistical analysis was performed using the Prism software (Graphpad Version 5.04). Mann–Whitney U-test was used to perform comparison between two groups. One-way ANOVA (Kruskal–Wallis test) followed by Dunn´s post-test was performed to compare three groups or more. Data are provided as arithmetic means ± SEM with n representing the number of samples. Results were considered significant for *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001.

## Results

### Establishment of SOX10 Overexpressing EGC Line

In order to investigate the putative role of SOX10 in the regulation of the EGC phenotype, we established a stably transduced EGC line with doxycycline-inducible overexpression of *Sox10*. In parallel, a control cell line overexpressing GFP in presence of doxycycline was similarly established. Induction of *Sox10* by treatment with doxycycline was first confirmed at mRNA level (Fig. 1a). *Sox10* mRNA levels were ~ 150-fold higher after treatment with doxycycline in comparison to untreated controls (SOX10 -dox) or to GFP control cell line (GFP + dox). Induction of GFP and SOX10 proteins by doxycycline in the respective cell lines was confirmed using western blot and immunofluorescence (Fig. 1b–e), validating the effectiveness of the experimental model.

**Fig. 1:**
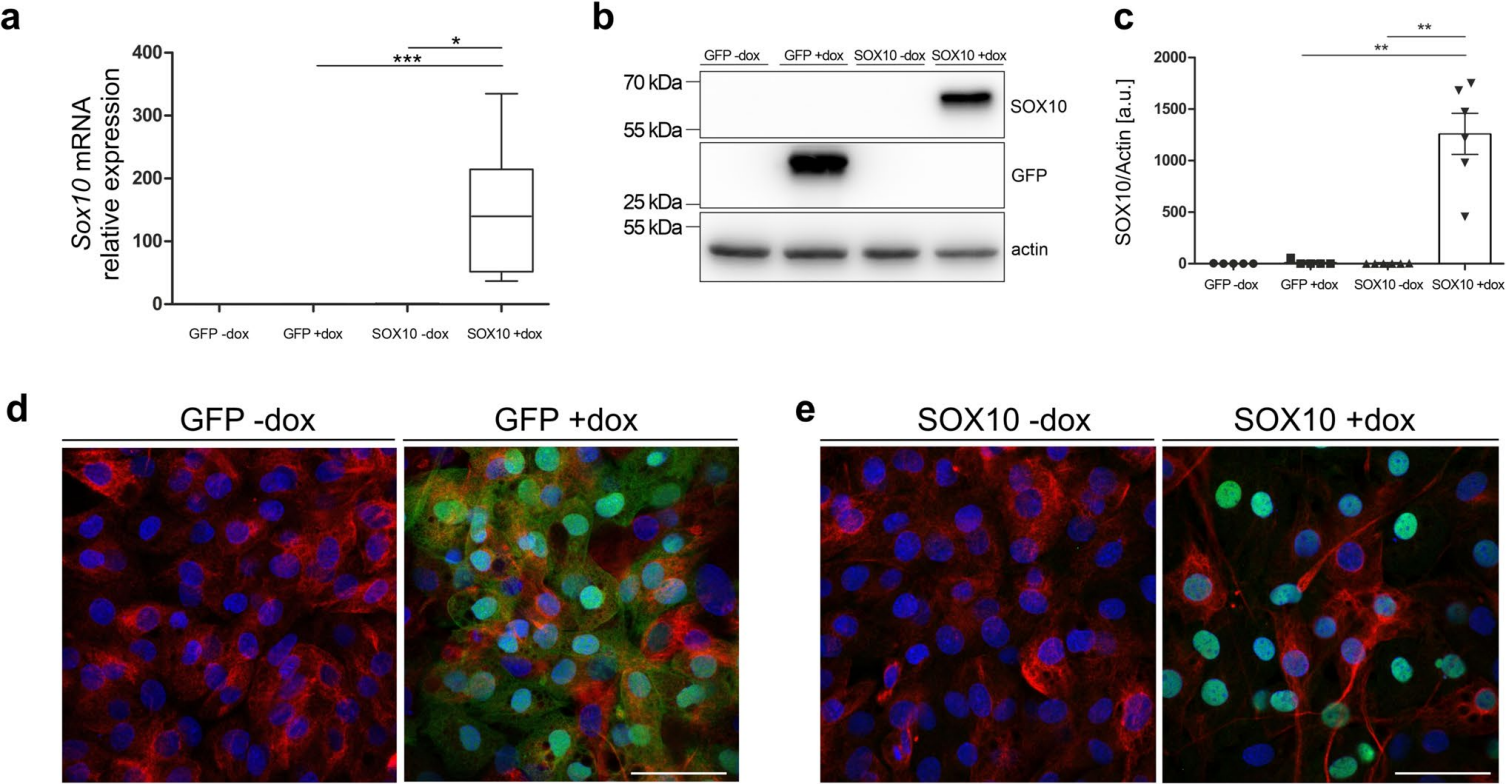
JUG2 cells after treatment with doxycycline (+ dox) showing overexpression of GFP (fluorescence control) and SOX10. **a** RT-qPCR. *n* = 3–8; *p ≤ 0.05, ***p ≤ 0.01 (Kruskal–Wallis test followed by Dunn's post-test). **b**, **c** Representative western blot of GFP, SOX10 and actin (loading control, b) and densitometrical analysis of SOX10 expression levels. *n* = 5–6; **p ≤ 0.01 (Kruskal–Wallis test followed by Dunn's post-test, c). **d**, **e** Representative confocal images of GFP (green, d) and of immunohistochemical stained SOX10 (green, e), nestin (red) and nuclei (blue). Scale bar = 50 µm

### SOX10 Overexpression Induces Myelin Gene Expression in JUG2 Cells

Subsequently, we conducted a comprehensive genome-wide expression analysis to assess the impact of SOX10 overexpression on the EGC phenotype. 

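Gene expression was measured on 10 Clariom S arrays hybridized with RNA of JUG2 cells, an enteric glial cell line from rat. 4 arrays are labelled SOX10 -dox, 4 SOX10 +dox, 1 GFP -dox and 1 GFP +dox, where +dox cells had received 1 µg/ml doxycycline for 48 h. The methods give 4 independent experiments, the legend of Fig. 2 gives n = 3 to 4, and Fig. 2b shows 4 columns for SOX10 -dox and 3 for SOX10 +dox. All 8 arrays of the SOX10 line were kept in the first comparison. The paper's text does not name arrays that were left out, and no subset tried matched the group means of Supplementary Table 2. The authors deposited normalized log2 signals, 1 value per transcript cluster and array, and the medians of the arrays lay between 6.69 and 6.86. After 1646 control probe sets were left out, 23188 transcript clusters were compared in 1 linear model of the 4 groups (limma), with p-values adjusted by the Benjamini-Hochberg method. A transcript cluster was called a DEG at an adjusted p under 0.05 and a difference of at least 2-fold. The number of arrays limits the precision, most of all in the GFP line with 1 array per group.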

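Sox10, the targeted gene, ran against the labels of both replicate 1 arrays. Its log2 signal was 6.39, 6.11 and 6.43 on the arrays labelled SOX10 -dox replicates 2, 3 and 4, and 12.93, 12.62 and 13.02 on those labelled SOX10 +dox replicates 2, 3 and 4. The array labelled SOX10 -dox replicate 1 gave 12.90 and the array labelled SOX10 +dox replicate 1 gave 6.74. On the GFP arrays it was 5.70 without and 6.20 with doxycycline. Over all arrays as labelled, the log2 difference (+dox minus -dox) was 3.37 ± 1.63 (SE, n = 4 and 4), which did not pass the test. Without replicate 1, Sox10 rose from 6.31 ± 0.17 to 12.86 ± 0.21 (SD, n = 3 and 3), or 93.6-fold (adjusted p = 3.3e-08). RT-qPCR, western blot and immunofluorescence of the paper show Sox10 or SOX10 higher with doxycycline, which does not settle what the replicate 1 arrays hold. Each comparison of the SOX10 line was therefore made on all 8 arrays as labelled and again without replicate 1 of both groups (3 arrays against 3), a choice made after these values were seen. Directions drawn from the arrays labelled replicate 1 follow their labels.

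**Figure D1:**
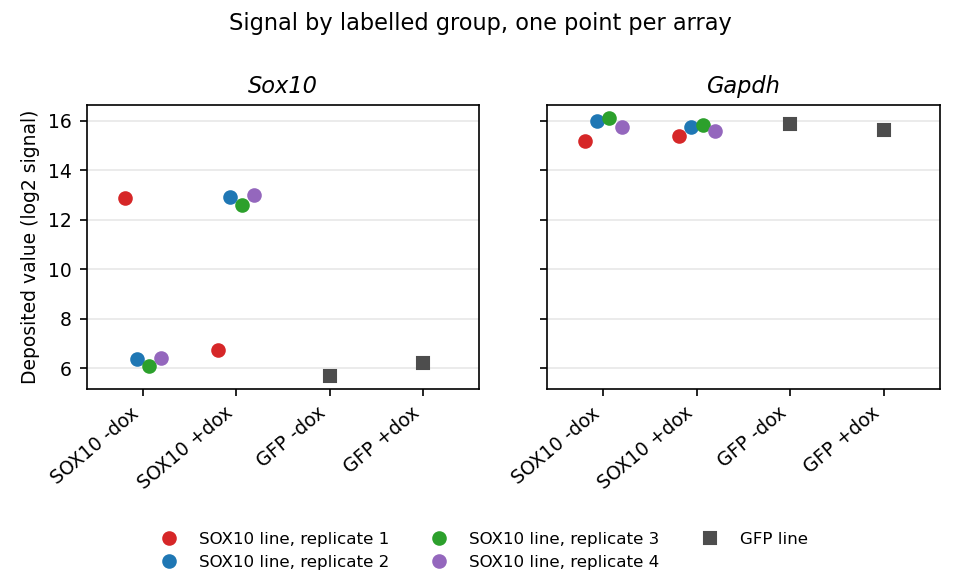
Log2 signal of Sox10 and of Gapdh on each of the 10 arrays, by labelled group, with 1 point per array and the replicate number shown by colour. For Sox10, replicate 1 lies with the opposite group in both SOX10 groups, at 12.90 and 6.74.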

A total of 620 differentially expressed genes (DEG) showed increased expression levels and 356 DEG displayed down-regulation after doxycycline-mediated SOX10 induction (≥ ± two fold, Fig. 2, Supplementary Table 2).

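With all 8 SOX10 arrays as labelled, limma called 0 transcript clusters higher and 0 lower of 23188 (smallest adjusted p = 0.973), and 863 had an unadjusted p under 0.05. Without replicate 1, 525 were higher and 287 lower in the arrays labelled SOX10 +dox (3428 at an unadjusted p under 0.05), of which 45 were over 10-fold higher and 1 was over 10-fold lower. Among the largest increases without replicate 1, given as log2 differences ± SE, were those of Slc29a4, a membrane transporter of monoamines (8.59 ± 0.23, adjusted p = 9.19e-09), Pmel, a structural protein of melanosomes (7.35 ± 0.24, adjusted p = 2.62e-08), and Cmtm5, a membrane protein of myelinating glia (7.16 ± 0.27, adjusted p = 8.65e-08). Mpeg1, a pore-forming protein of macrophages, rose by 5.41 ± 0.25 (adjusted p = 5.58e-07) and F13a1, a subunit of coagulation factor XIII, by 5.11 ± 0.62 (adjusted p = 8.54e-04). The kinase gene Ptk2b fell by 3.63 ± 0.33 (adjusted p = 1.11e-04), the matrix glycoprotein gene Tinagl1 fell by 2.56 ± 0.22 (adjusted p = 7.13e-05), and Id3, an inhibitor of helix-loop-helix transcription factors, fell by 2.37 ± 0.21 (adjusted p = 9.82e-05). Gdpd2, Kcnn3, Alpl, Anpep and Fcgr2a also fell, with log2 differences from -2.53 (Gdpd2) to -2.12 (Fcgr2a). As labelled over all arrays, the differences of these genes were closer to 0, as with 4.36 ± 2.16 for Slc29a4 and -2.04 ± 0.86 for Ptk2b. Between the GFP arrays they ranged from -1.03 (Gdpd2) to 0.94 (Cmtm5). In replicate 1 as labelled, 804 of the 812 transcript clusters had a difference of the opposite sign. The counts without replicate 1 depended on single arrays. They were 360 higher and 140 lower without SOX10 -dox replicate 2, 354 and 149 without SOX10 +dox replicate 2, 335 and 141 without SOX10 -dox replicate 3, 333 and 142 without SOX10 +dox replicate 3, and at the adjusted p under 0.01 of the methods 308 and 113. Leaving out an array of replicate 4 gave the highest counts, above 525 and 287. The single decrease of over 10-fold became 0 without SOX10 -dox replicate 4 and 2 without SOX10 +dox replicate 4.

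**Figure D2:**
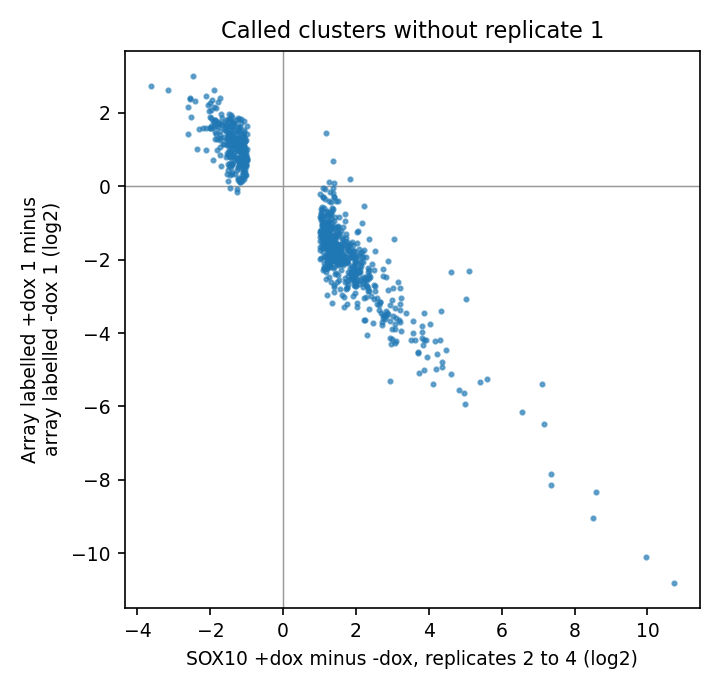
Each point is 1 of the 812 transcript clusters called without replicate 1. The horizontal axis gives the log2 difference (+dox minus -dox) of replicates 2 to 4 and the vertical axis that of the arrays labelled replicate 1; 804 points have opposite signs on the 2 axes.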

**Fig. 2:**
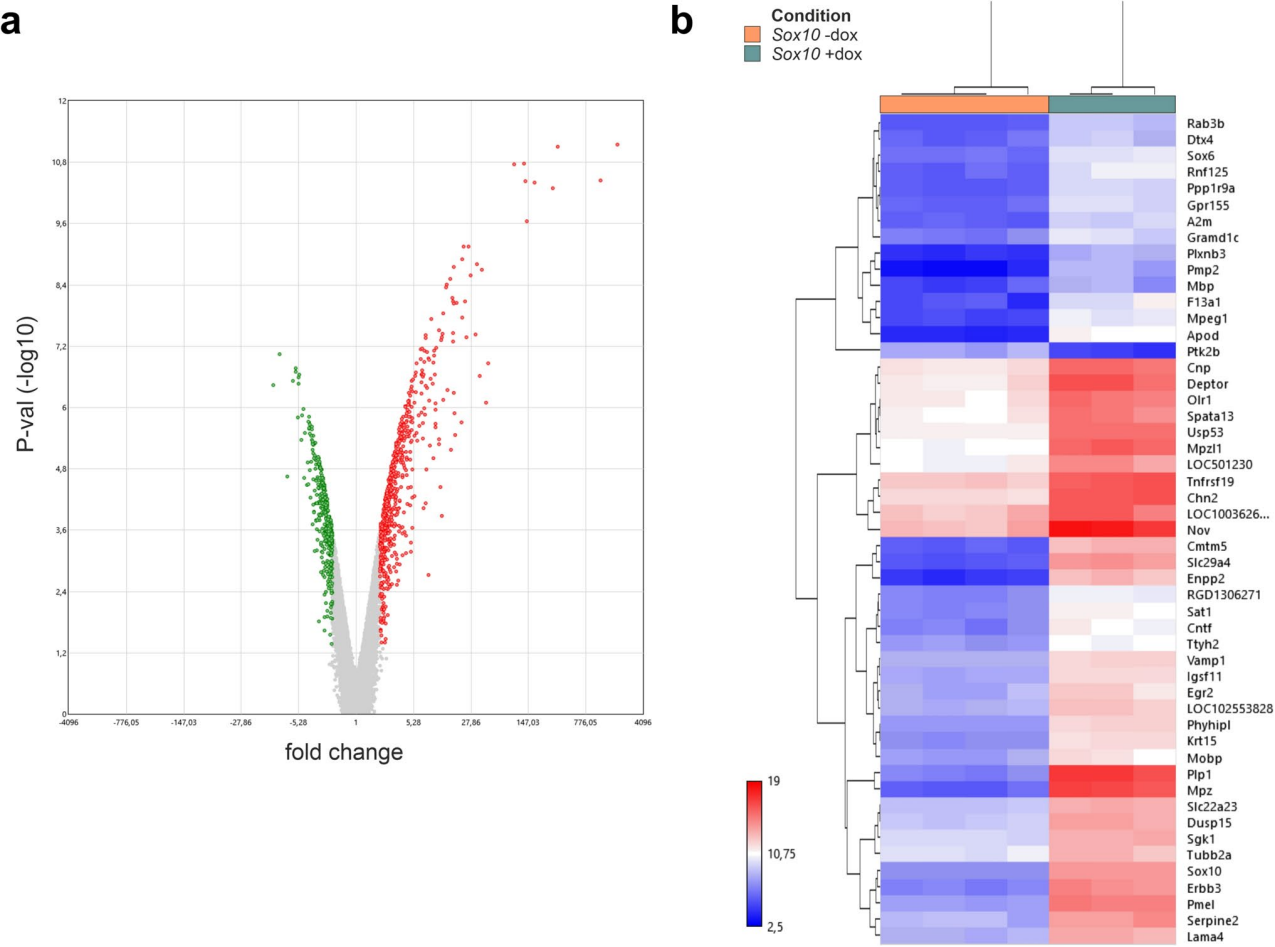
Impact of SOX10 overexpression on the transcriptome of JUG2 cells. **a** Volcano plots showing the differential gene expression between control and SOX10 overexpression. Red and green dots represent significant upregulated and downregulated genes, respectively (*n* = 3–4, fold change >  ± 2 and FDR-*p*-value < 0.05). **b** Hierarchical clustering of the main differentially expressed genes (fold change >  ± 10) between SOX10 -dox (control) and SOX10 overexpressing JUG2 cells

In more detail, expression of genes closely associated with myelin regulatory pathways, including *Mpz, Plp1, Apod, Pmp2, Egr2 or Mobp*, were induced more than ± tenfold (Fig. 2b, Supplementary Table 2).

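Without replicate 1, Apod, Pmp2, Egr2 and Mobp were each more than 10-fold higher in the arrays labelled SOX10 +dox (n = 3 and 3). Apod, a lipid-binding protein of glia, rose by 7.09 ± 0.23 (SE, adjusted p = 2.62e-08) on the log2 scale, and Pmp2, a fatty acid binding protein of myelin, by 5.03 ± 0.36 (adjusted p = 2.4e-05). Egr2, the transcription factor that drives myelination by Schwann cells, rose by 3.73 ± 0.35 (adjusted p = 1.5e-04) and Mobp, a protein of central myelin, by 3.57 ± 0.36 (adjusted p = 2.62e-04). With all 8 arrays as labelled, none of the 4 passed the test, with log2 differences from 1.52 ± 1.16 (Egr2) to 3.97 ± 1.60 (Apod). On the array labelled SOX10 -dox replicate 1, Apod and Mobp had log2 signals of 9.57 and 11.87, against 4.18 and 8.21 on the array labelled SOX10 +dox replicate 1. Between the GFP arrays the 4 genes differed by -0.23 (Pmp2) to 0.53 (Egr2).

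**Figure D3:**
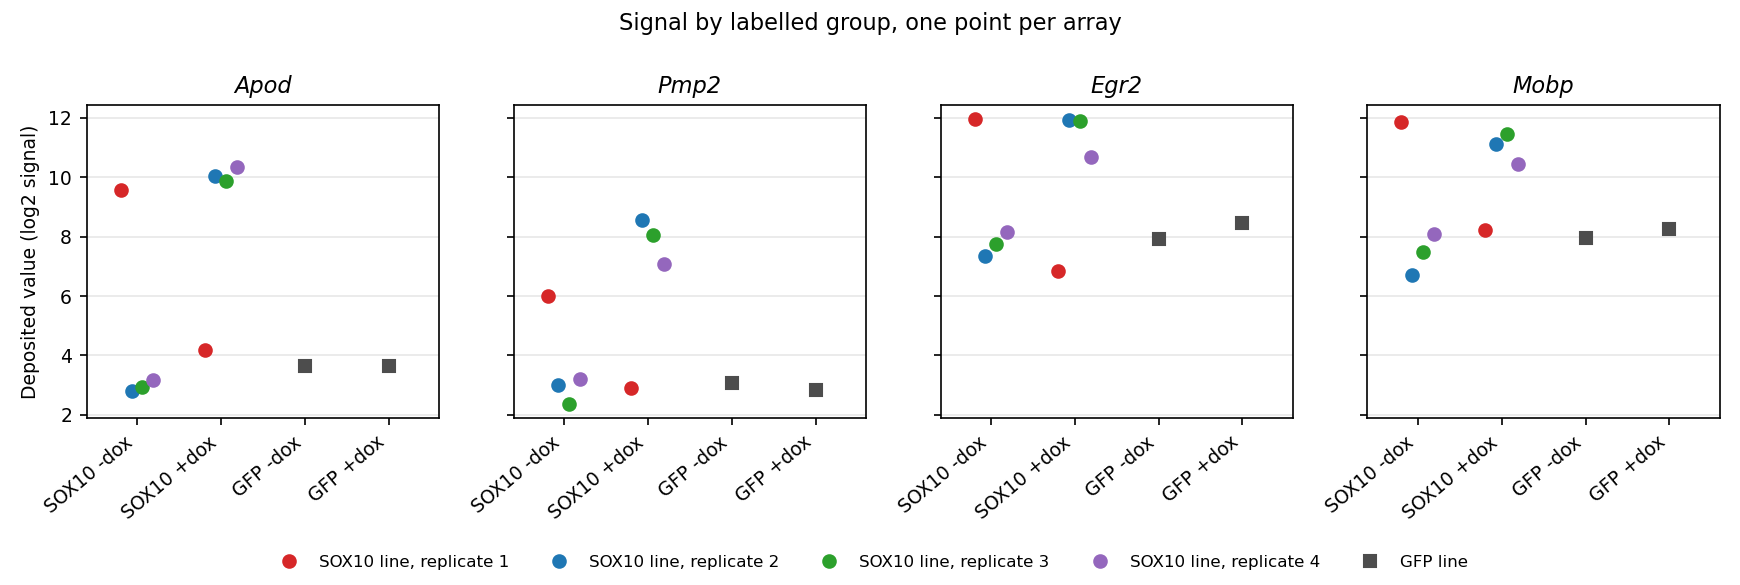
Log2 signals of Apod, Pmp2, Egr2 and Mobp on each of the 10 arrays, by labelled group, with 1 point per array and the replicate number shown by colour. Of the SOX10 arrays, those labelled replicate 1 lie nearer to the opposite group in each panel, as with 9.57 for Apod on the array labelled SOX10 -dox.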

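Of 22 measured genes on a list of myelin structural genes, 5 rose without replicate 1, 0 fell and 17 did not pass the test (6 rose and 0 fell when adjusted over the list alone; 9 were higher and 1 lower at an unadjusted p under 0.05 from limma). The 5 genes were Pmp2, Mobp, Cnp, Cadm4 and Mbp. There were 8 without SOX10 +dox replicate 4 and 7 with array weights. There were 4 without SOX10 -dox or +dox replicate 2 or 3, and 4 with the dimmest transcript clusters left out. The call of Mbp was lost when any 1 array other than SOX10 +dox replicate 4 was left out. Gjc3, named only in the paper's table of DEG, lies outside these counts (2.81, adjusted p = 0.00133). Cadm4, an adhesion molecule of myelinating cells, rose by 2.11 ± 0.25 (adjusted p = 7.24e-04). The median log2 difference of the list was 0.38, and the list ranked above the other genes with camera (adjusted p = 1.41e-06), but not with an estimated correlation (adjusted p = 0.123 with an estimated correlation). Fry, which tests whether a list's genes move 1 way on balance, called the list (adjusted p = 0.0112). The median between the GFP arrays was 0.21. As labelled, the median was 0.22 (adjusted p = 0.0035 with camera, 0.442 with an estimated correlation, 0.521 with fry), 0 members passed the test (4 higher and 0 lower at an unadjusted p under 0.05), and the list's call was lost without SOX10 -dox replicate 2 (adjusted p = 0.106).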

We performed gene ontology (GO) enrichment analysis on the upregulated and downregulated DEG to assess the functional relevance of the induced altered gene expression panel. GO analysis confirmed the significant induction of cellular pathways related to glial cell differentiation and development (GO:0010001; GO:0021782; GO:0042063), myelination (GO:0042552), ensheathment of neurons and axons (GO:0007272; GO:0008366), but also central nervous system (CNS) development (GO:0007417, GO:0051962) and regulation of neurogenesis (GO:0050769, GO:0050767) (Fig. 3a, Supplementary Table 3). 

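Genes that Supplementary Table 3 lists under these terms were higher without replicate 1 in the arrays labelled SOX10 +dox (n = 3 and 3). Serpine2, a protease inhibitor secreted by glia, rose by 5.58 ± 0.42 (SE, adjusted p = 3.06e-05) on the log2 scale, Dusp15, a phosphatase of oligodendrocytes, by 4.36 ± 0.26 (adjusted p = 5.21e-06), and Plxnb3, a semaphorin receptor, by 4.29 ± 0.23 (adjusted p = 2.13e-06). The myelin enzyme gene Cnp rose by 3.96 ± 0.31 (adjusted p = 4.28e-05), Sox6, a transcription factor of the same family as SOX10, by 3.86 ± 0.29 (adjusted p = 2.78e-05), and the kinase gene Sgk1 by 3.81 ± 0.28 (adjusted p = 2.68e-05). Tnfrsf19 and the tubulin gene Tubb2a had log2 differences of 3.71 ± 0.26 (adjusted p = 1.82e-05) and 3.06 ± 0.40 (adjusted p = 0.00148). Mbp, a major protein of the myelin sheath, rose by 2.93 ± 0.58 (adjusted p = 0.0165; 3.79, 3.92 and 1.07 in replicates 2, 3 and 4), and its call was lost without SOX10 -dox replicate 2 (adjusted p = 0.07), +dox replicate 2 (0.0791), -dox replicate 3 (0.0562), +dox replicate 3 (0.0646) or -dox replicate 4 (0.0505). As labelled over all 8 arrays, these genes differed by 0.87 ± 1.18 (Mbp) to 2.88 ± 1.44 (Serpine2) and none passed the test. Of the arrays labelled replicate 1, the one labelled +dox was lower for all of them, by log2 differences from -5.31 (Mbp) to -3.89 (Tubb2a). Between the GFP arrays the differences of these genes ranged from -1.31 (Dusp15) to 0.20 (Cnp). These genes were chosen from the paper's table of the same arrays, so their direction is not independent evidence, and the enrichment of the ontology terms was not analysed here. From the terms enriched among the DEG, the paper states that pathways of glial differentiation and myelination were induced.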

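In the GFP line, limma called 0 of 23188 transcript clusters between the array with and the array without doxycycline, and 1127 had an unadjusted p under 0.05 (smallest adjusted p = 0.92). Without SOX10 replicate 1 in the fit, 0 were called again, 1458 had an unadjusted p under 0.05 and the smallest adjusted p was 0.65. Among the largest differences, Fabp2, an intestinal fatty acid binding protein (log2 difference 2.71), Rgs5, a regulator of G protein signalling (2.18), and Laptm5, a lysosomal protein of immune cells (2.11), were higher with doxycycline, and Mr1, a presenter of metabolites to T cells (-2.17), and Map3k7cl (-2.04) were lower, none of them past the test. The 5 largest differences each way also included the olfactory or vomeronasal receptor genes Or1f30 and Vom2r50 (higher) and Or4c31e, Or1s2 and Or8b51 (lower). Regardless of a test, 849 transcript clusters were at least 2-fold higher and 527 at least 2-fold lower, 1376 in all. Replicates 2 and 3 of the SOX10 line differed by as much at 645 (-dox) and 555 (+dox). Pairs of SOX10 arrays of 1 condition that include replicate 4 did so at 1318 to 1758. With 1 array per group, the difference has no replicate check of its own, and the GFP arrays are assumed to vary like those of the SOX10 line. In simulated data with 3 SOX10 arrays per group in the fit, 0% of 2-fold, 10.4% of 4-fold and 51.5% of 8-fold changes in the GFP line were recovered.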

No significant alteration of gene expression was observed for the GFP overexpressing cell line after doxycycline induction in comparison to untreated control (data not shown). Therefore, further analyses were performed for the Sox10 overexpressing cell line only.

**Fig. 3:**
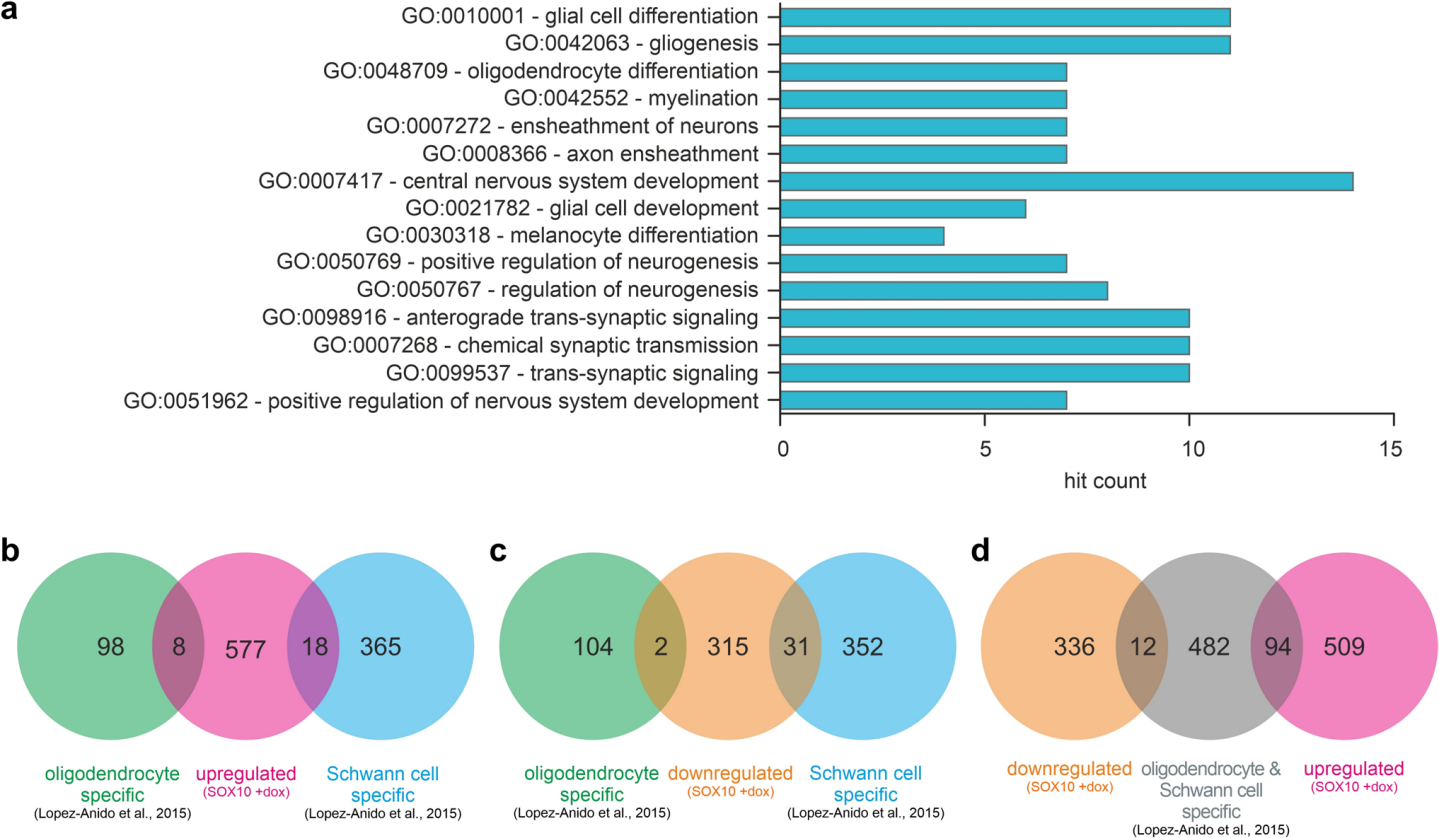
**a** Gene ontology (GO) analysis of SOX10 overexpressing JUG2 cells. JUG2 cells were incubated with doxycycline to induce SOX10 gene expression. Top 15 GO-molecular pathways fold enrichment of biological processes in doxycycline-treated SOX10 overexpressing JUG2 cells in comparison to control, based on differentially expressed genes (≥ 10-fold change). *FDR-p-value < 0.05. **b**, **c** Venn diagram representing the number of upregulated (b, pink) and downregulated (c, orange) DEG in SOX10-overexpressing JUG2 cells vs. oligodendrocyte-specific (green) and Schwann cell-specific (blue) SOX10 target genes, as determined by ChIP-seq analysis (Lopez-Anido et al. 2015). **d** Venn diagram representing the number of upregulated genes (pink) and downregulated (orange) DEG in SOX10-overexpressing JUG2 cells vs. SOX10 target genes common to oligodendrocytes and Schwann cells (grey), as determined by ChIP-seq analysis (Lopez-Anido et al. 2015)

### Comparison of SOX10-Induced DEG with Oligodendrocyte and Schwann Cell-Specific ChIP-Seq Dataset Identifies Putative Pan-Glial SOX10 Target Genes

To gain more insight into the regulation of SOX10-induced DEG, we compared the set of DEG (≥ ± twofold change) from our analysis to a publicly available SOX10 ChIP-seq analysis dataset for Schwann cells and oligodendrocytes (Lopez-Anido et al. 2015) (Fig. 3b–d, Supplementary Tables 4–6). 

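Cntf encodes ciliary neurotrophic factor and Nes encodes nestin, an intermediate filament protein of progenitor cells. Without replicate 1, Cntf rose by 4.02 ± 0.42 (SE, n = 3 and 3, adjusted p = 3.35e-04) and Nes by 2.21 ± 0.23 (adjusted p = 3.32e-04) on the log2 scale in the arrays labelled SOX10 +dox. With the 8 arrays as labelled, the differences were 2.08 ± 1.05 for Cntf and 1.22 ± 0.54 for Nes, and neither passed the test. Of the arrays labelled replicate 1, the one labelled +dox was lower for both genes, by log2 differences of -3.74 and -1.74. Between the GFP arrays Cntf differed by -0.40 and Nes by -1.46. The ChIP-seq data were not analysed here.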

From the identified upregulated DEG, eight genes, including *Mobp*, were previously identified as oligodendrocyte-specific SOX10-target genes in the ChIP-seq analysis, whereas 18 genes, including *Cntf*, *Egr2* or *Nes*, were identified as Schwann cell-specific SOX10-target genes (Fig. 3b, Supplementary Table 4). Furthermore, two genes of 356 downregulated DEG were oligodendrocyte-specific whereas 31 genes were Schwann cell-specific (Fig. 3c, Supplementary Table 5). Besides this, we compared our DEG dataset (≥ ± 2-fold change) with SOX10-target genes identified in both oligodendrocytes and Schwann cells in ChIP-seq experiments. 

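Enpp2 encodes autotaxin, an enzyme that makes lysophosphatidic acid, and Erbb3 encodes a neuregulin receptor of Schwann cells. Without replicate 1, Enpp2 rose by 8.50 ± 0.32 (SE, n = 3 and 3, adjusted p = 8.65e-08) and Erbb3 by 7.34 ± 0.36 (adjusted p = 9.55e-07) on the log2 scale in the arrays labelled SOX10 +dox. With replicate 1 included as labelled, the differences were 4.11 ± 2.25 and 3.55 ± 1.96 (n = 4 and 4), which did not pass the test. The array labelled SOX10 -dox replicate 1 had log2 signals of 12.62 for Enpp2 and 14.19 for Erbb3, against 3.57 and 6.34 on the array labelled SOX10 +dox replicate 1. The GFP arrays differed by -0.42 and 0.27.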

As indicated in Venn diagram, 94 upregulated DEG – including *Enpp2*, *Erbb3*, *Apod* or *Plp1* – and 12 downregulated DEG of our gene set have been shown in ChIP-seq to be directly regulated by SOX10 in both oligodendrocytes and Schwann cells (Fig. 3d, Supplementary Table 6).

### Confirmation of SOX10-Induced Expression of Selected Myelin-Associated Genes in JUG2 Cells

Induction of selected genes was confirmed using RT-qPCR. Expression of *Apod, Cntf, Egr2, Enpp2, Erbb3, Mobp, Mpz, Nes* and *Plp1* was significantly induced by SOX10 overexpression in EGC (Fig. 4a–i). In detail, expression level of all nine tested genes was markedly increased between 5- and 8.2 × 10^5^-fold compared to control (*Apod* ~ 13 000-fold, *Cntf* ~ 75-fold, *Egr2* ~ 35-fold, *Enpp2* ~ 155-fold, *Erbb3* ~ 220-fold, *Mobp* ~ 20 000-fold, *Mpz* ~ 820 000-fold, *Nes* 5-fold and *Plp1* ~ 52 000-fold).

**Fig. 4:**
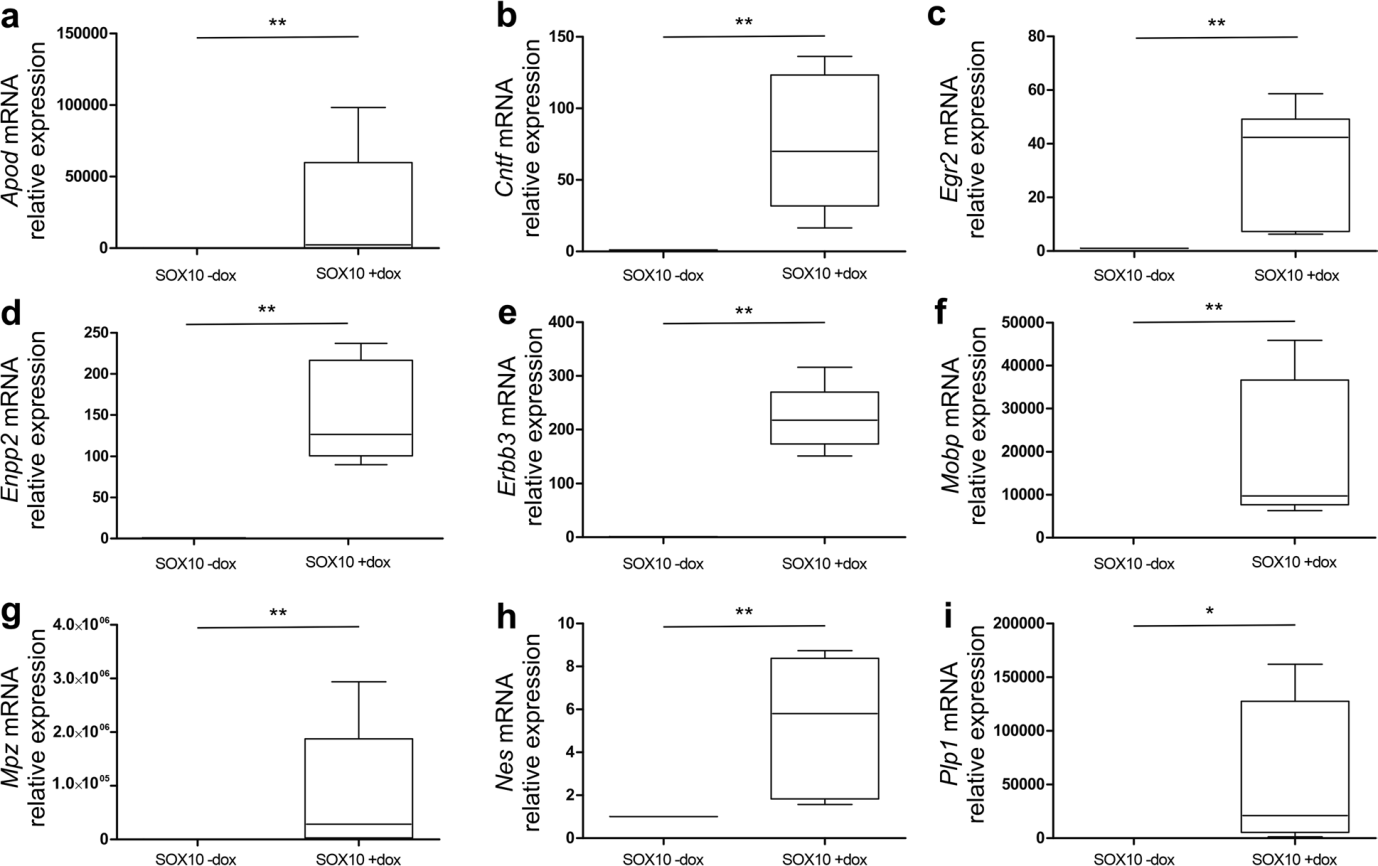
Impact of SOX10 overexpression on expression of selected genes in JUG2 cells. mRNA expression of *Apod* (**a**), *Cntf* (**b**), *Egr2* (**c**), *Enpp2* (**d**), *Erbb3* (**e**), *Mobp* (**f**), *Mpz* (**g**), *Nes* (**h**) and *Plp1* (**i**) was determined by RT-qPCR (*n* = 4–6). Data were normalized to SOX10 -dox. *p ≤ 0.05, **p ≤ 0.01 in comparison to SOX10 -dox (Mann–Whitney U test)

PLP1 is known as the most abundant myelin membrane protein of the CNS, but is also expressed at lower levels in the PNS as well as in the ENS. Quantification of PLP1 protein levels of SOX10 overexpressing JUG2 cells showed a significant increase of protein level by the factor of ~ 80 thereby confirming the results of microarray and RT-qPCR (Fig. 5a–b).

**Fig. 5:**
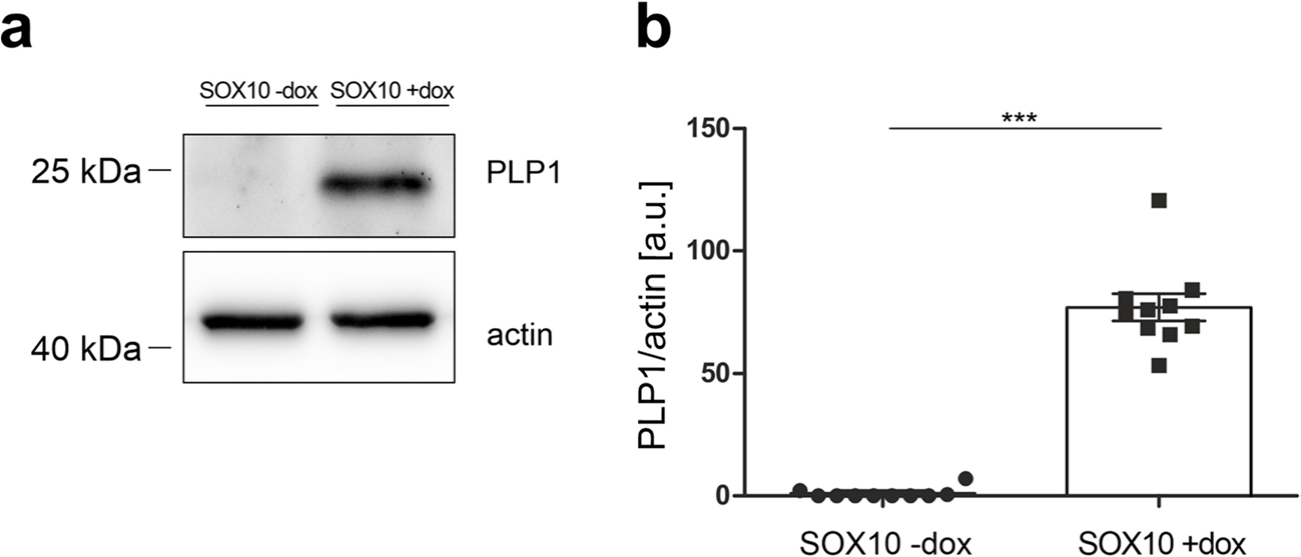
SOX10 overexpression leads to increased PLP1 levels in JUG2 cells. **a** Representative western blot of PLP1 and actin (loading control) and **b** densitometrical analysis of PLP1 expression levels. *n* = 10, ***p ≤ 0.001 (Mann–Whitney U test)

### Comparison of Pan-Glial SOX10 Target Genes to Human ENS-specific scRNA-Seq Dataset Highlights Novel EGC-Associated SOX10 Target Genes

In order to gain information about the relevance of the SOX10-induced DEG for the human ENS, we performed a screening for overlapping genes between SOX10-induced DEG (this study), SOX10 target genes identified in both oligodendrocytes or Schwann cells in ChIP-seq experiments (Lopez-Anido et al. 2015) and genes enriched in human single cell enteric neural clusters (Fawkner-Corbett et al. 2021).

Of the identified upregulated SOX10 target genes, 6 genes were significantly enriched in the “intraganglionic glial” cells cluster and 18 genes were significantly enriched in the “lymphoid associated glial” cluster (Fig. 6a–d, Supplementary Table 7).

**Fig. 6:**
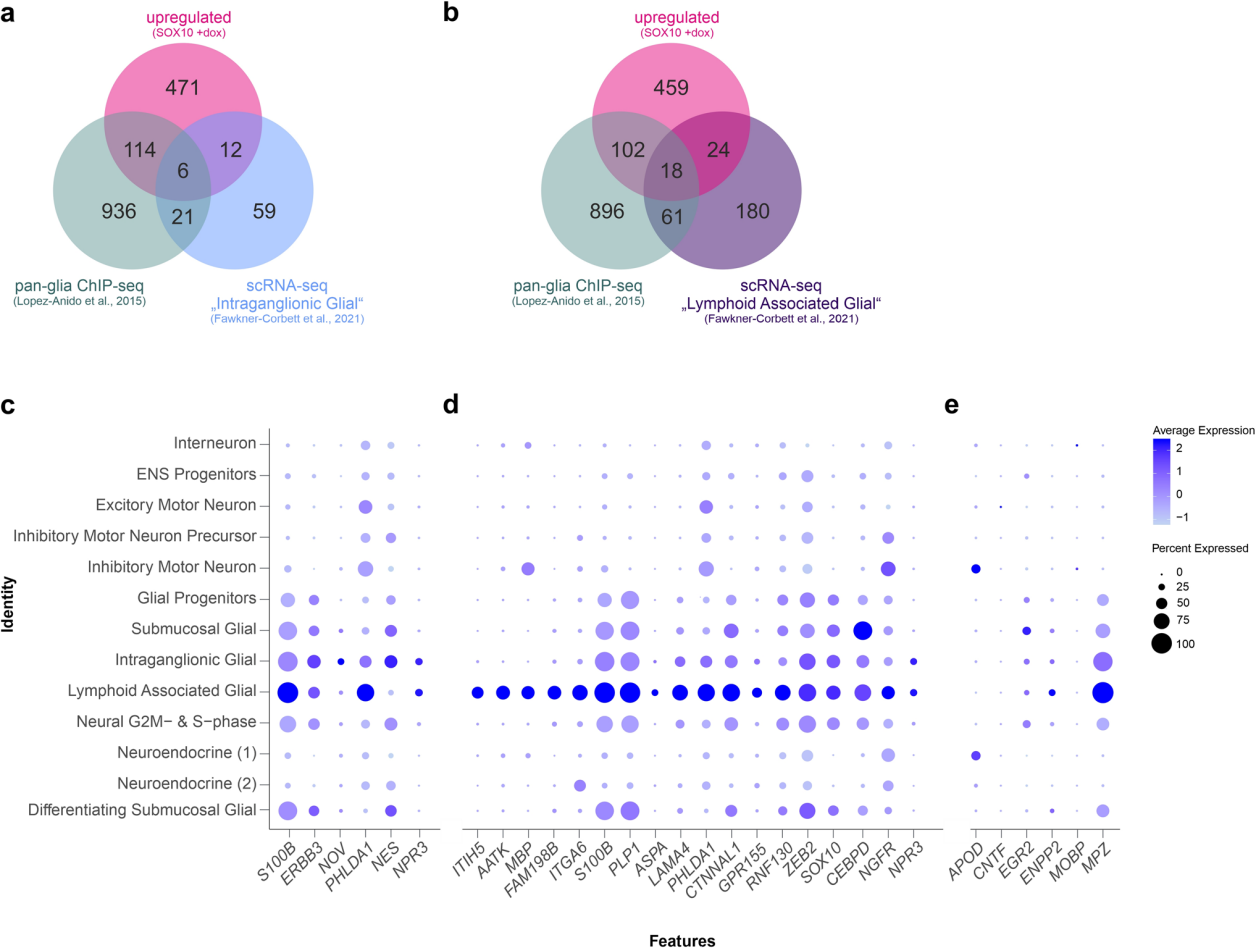
**a** Venn diagram representing the overlap between upregulated SOX10 DEG, glia-associated ChIP-seq-validated SOX10 target genes (Lopez-Anido et al. 2015), and enriched genes present in the “intraganglionic glial” cluster, as determined by scRNA-seq analysis (Fawkner-Corbett et al. 2021). **b** Venn diagram representing the overlap between upregulated SOX10 DEG, ChIP-seq validated SOX10 target genes (Lopez-Anido et al. 2015) and enriched genes present in the “lymphoid associated glial” cluster, as determined by scRNA-seq analysis (Fawkner-Corbett et al. 2021). **c**–**e** Dotplot showing the expression of overlapping SOX10 target genes of the “intraganglionic glial” cluster (c) and the “lymphoid associated” cluster (d) – as determined in (a) and (b) respectively – in cell clusters of the human ENS. Expression of selected additional SOX10 genes of interest is further shown (e). Expression data were obtained from published scRNA-seq analysis (Fawkner-Corbett et al. 2021)

Expression of additional SOX10 target genes of interest within the human ENS nervous system is further represented (Fig. 6e). Noteworthy, expression of *Mpz* and *Plp1* was associated with the “lymphoid associated glial” cluster. In contrast, only limited expression of *Mobp* or *Cntf* was observed in clusters corresponding to ENS cellular subtypes (Fig. 6e).

### Identification of SOX10 Target Genes Potentially Altered in Multiple Sclerosis

In order to gain further information about the relevance of the identified SOX10 target genes in pathological processes, SOX10-induced DEG were compared to an existing transcriptomic dataset for MS patients (GSE38010). Of SOX10-induced target genes, 207 DEGs were also altered in active MS plaques in comparison to control tissue (Fig. 7a, Supplementary Table 8). Those included *S100B*, *ERBB3*, *NES*, *PLP1*, *MBP*, *AATK*, *ASPA*, *LAMA4*, *RNF130* and *PHLDA1* as DEGs associated with EGC, as well as *APOD*, *EGR2*, *ENPP2* as additional pan-glial SOX10 target genes. 

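Lama4, a laminin chain of basement membranes, rose by 5.00 ± 0.31 (SE, n = 3 and 3, adjusted p = 6.63e-06) on the log2 scale without replicate 1 in the arrays labelled SOX10 +dox of the JUG2 cells. Aatk, a kinase of neural cells, rose by 2.70 ± 0.21 (adjusted p = 4.47e-05), Rnf130, a RING finger protein, by 2.14 ± 0.26 (adjusted p = 8.54e-04), Aspa, the enzyme that cleaves N-acetylaspartate in oligodendrocytes, by 2.03 ± 0.22 (adjusted p = 4.68e-04), and Phlda1 by 1.75 ± 0.24 (adjusted p = 0.00175). With replicate 1 kept as labelled, their differences lay between 0.72 ± 0.69 (Aspa) and 2.27 ± 1.42 (Lama4) and none passed the test. Of the arrays labelled replicate 1, the one labelled +dox was lower for the 5 genes, from -5.95 (Lama4) to -1.53 (Phlda1). On the GFP arrays the genes differed by -0.36 (Phlda1) to 0.40 (Aatk). The data from MS plaques were not analysed here.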

Expression of genes of interest, including *RNF130*, *ERBB3*, *ASPA*, *NES*, *APOD*, *LAMA4*, *PLP1*, *MBP* and *MOBP* was finally analyzed in an explorative way in the spinal cord and in intestinal tissues of EAE mice suggesting increased expression of *ASPA, NES*, *APOD*, *LAMA4*, *PLP1* and *MBP* was observed in the colon of EAE mice (Fig. 7b).

**Fig. 7:**
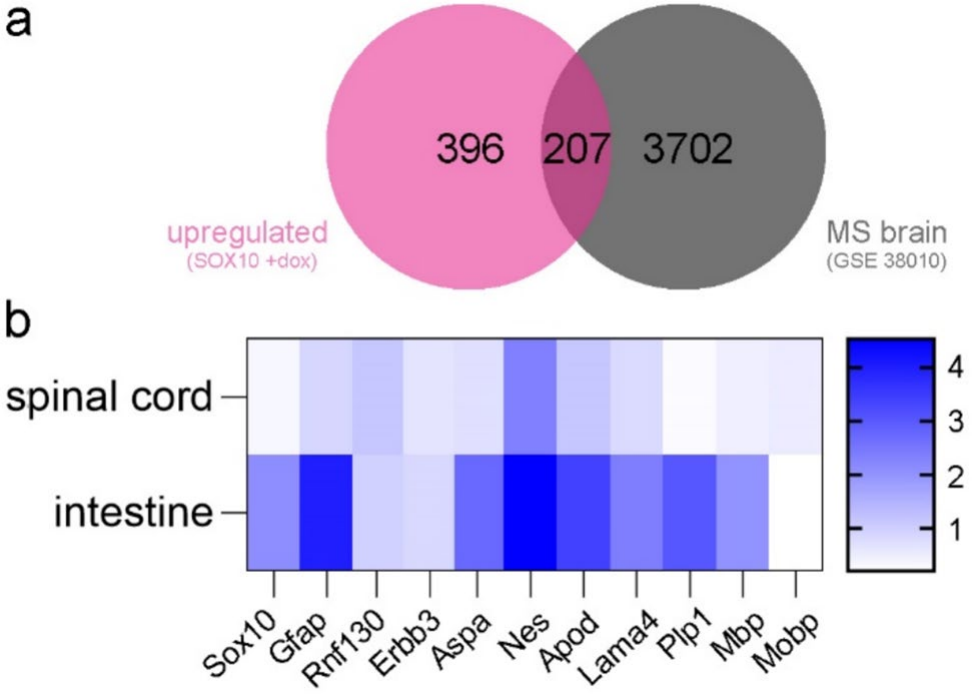
**a** Venn diagram representing the overlap between upregulated DEG induced by SOX10 overexpression in JUG2 cells and upregulated DEG in active plaques within the brain of MS patients (GSE38010)(Han et al. 2012). **b** Heatmap showing fold change in gene expression of selected SOX10 target genes in the colon tissue (*n* = 2–4 per group) and spinal cord (*n* = 4 per group) of EAE mice compared to wild-type mice as determined by RT-qPCR

## Discussion

### Impact of Sox10 Overexpression on EGC Phenotype

In this study, we investigated the impact of SOX10 overexpression on EGC phenotype in vitro.

EGC share particular molecular regulatory networks and some specific markers including GFAP, S100B or SOX10 with peripheral Schwann cells and central glial cells (Reed et al. 2022). Nonetheless, EGC appear to have a specific molecular signature and thus differ significantly from other glial cell types (Rao et al. 2015; Progatzky and Pachnis 2022; Bubeck et al. 2023; Lefèvre et al. 2023). EGC have been shown to lose their phenotype and dedifferentiate into neural progenitors in culture (Heanue and Pachnis 2011; Guyer et al. 2023). 

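Without doxycycline, the log2 signal of Gfap in JUG2 cells was 5.45, 5.63 and 5.81 on the arrays labelled SOX10 -dox replicates 2, 3 and 4 and 5.78 on the GFP -dox array. The array labelled SOX10 -dox replicate 1, on which Sox10 ran against the label, gave 5.64. For S100b, a calcium-binding protein of glia, it was 5.20, 5.78 and 5.59 on SOX10 -dox replicates 2, 3 and 4 and 5.09 on GFP -dox, but 7.73 on the array labelled SOX10 -dox replicate 1. Nes was at 6.88, 6.71 and 6.91 on SOX10 -dox replicates 2, 3 and 4, at 6.97 on GFP -dox and at 8.82 on the array labelled SOX10 -dox replicate 1. Signals of different genes come from different probes and were not ranked against each other. Between the arrays labelled SOX10 -dox and GFP -dox, limma called 0 of 23188 transcript clusters as labelled (607 at an unadjusted p under 0.05) and 0 without replicate 1 (771 at an unadjusted p under 0.05), with 1 array of the GFP line assumed to vary like the SOX10 arrays.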

The JUG2 cell line used in our study similarly represents a dedifferentiated state of EGC, characterized by low GFAP, S100B and SOX10 levels, but remains Nestin-positive. Interestingly, although SOX10 overexpression results in the inhibition of differentiation of enteric neural crest stem cells and enteric progenitors cells (Kim et al. 2003; Bondurand et al. 2006), JUG2 cells appear to be committed to a glial phenotype after SOX10 overexpression. 

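Without replicate 1, 5 of 20 measured genes on a list of enteric glia genes rose in the arrays labelled SOX10 +dox, 0 fell and 15 did not pass the test (6 rose and 0 fell when adjusted over the list alone; 7 were higher and 0 lower at an unadjusted p under 0.05 from limma). These were Sox10, Erbb3, S100b, Nes and Ngfr, of which Erbb3, S100b and Ngfr are also on the list of Schwann cell lineage genes. Sox10 is the gene that doxycycline induces by design, so its rise is no evidence for the list, though it entered the camera test. That leaves Nes as the only call particular to this list. Gjc3 (2.81, adjusted p = 0.00133) and Ednrb (1.13, adjusted p = 0.07), named only in the paper's table of DEG, lie outside this count. The list's median log2 difference was 0.18, and camera placed it above the other genes (adjusted p = 6.94e-04, and adjusted p = 0.123 with an estimated correlation). Fry called the list (adjusted p = 0.00341). Its median between the GFP arrays was 0.19. As labelled over all 8 arrays the median was also 0.18, the list was not called (adjusted p = 0.127) and 0 members passed the test (1 higher and 0 lower at an unadjusted p under 0.05), while camera called it without SOX10 -dox replicate 1 (adjusted p = 0.0366), SOX10 +dox replicate 1 (0.0297) or SOX10 -dox replicate 4 (0.0453). Of 20 measured neuronal genes, 0 passed the test without replicate 1 (3 higher and 0 lower at an unadjusted p under 0.05, median 0.04, adjusted p = 0.227, GFP median 0.18). Dcx, a microtubule protein of young neurons, had an adjusted p of 0.0349 at a log2 difference of 0.99, just under 2-fold, and its adjusted p was 0.0575 to 0.152 when any 1 of the 6 arrays was left out. Tubb3, a neuronal tubulin, passed the test with array weights or without SOX10 +dox replicate 4. Whether 1 list differs from another was not tested.

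**Figure D4:**
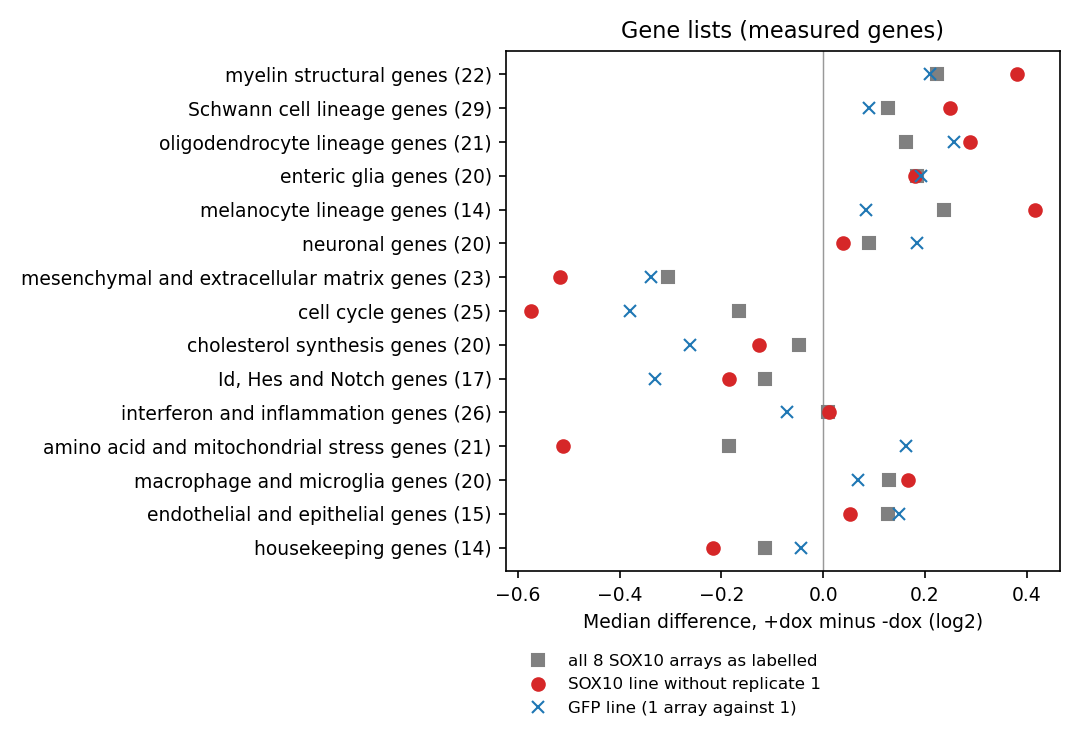
Median log2 difference (+dox minus -dox) of each of the 15 gene lists. Squares give all 8 SOX10 arrays as labelled, circles the SOX10 arrays without replicate 1, and crosses the GFP arrays; for enteric glia genes the circle lies at 0.18 and the cross at 0.19.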

Most particularly, SOX10 overexpression was associated with the induction of glial and myelin associated genes associated with both central and peripheral rather than enteric glial cells.

Among the canonical glial markers, GFAP expression has been shown to be highly variable in EGC (Boesmans et al. 2015; Cossais et al. 2019; Baidoo et al. 2023). GFAP expression in EGC is increased under inflammatory stress and neuroinflammatory disorders, including MS (Wunsch et al. 2017) and GFAP-positive EGC have recently been proposed to possess neurogenic potential (Guyer et al. 2023). 

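Gfap, the intermediate filament protein of astrocytes and some enteric glia, did not pass the test. Its log2 difference was 0.23 ± 0.26 (SE, n = 3 and 3, adjusted p = 0.771) without replicate 1 and 0.15 ± 0.22 (n = 4 and 4, adjusted p = 0.98) as labelled. On the arrays labelled replicate 1 it was -0.09, and the GFP arrays differed by -0.0025. A missed threshold does not show that the signal was the same: in simulated data, comparisons of 3 arrays against 3 recovered 8.96% of 2-fold and 70.1% of 4-fold changes. The simulation changed 200 of 23188 transcript clusters, while 812 were called in these data without replicate 1, so recovery in the simulation may be lower. A true 2-fold change also lies at the fold threshold, so it can be missed at any precision.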

In our study, we did not detect any impact of SOX10 overexpression on the expression of GFAP in our cell culture model, indicating that regulation of GFAP may rely on alternative transcriptomic pathways.

More surprisingly, whereas S100B is a known SOX10 target gene (Fujiwara et al. 2014; Lopez-Anido et al. 2015), we observed only limited effects of SOX10 overexpression on S100B expression (see also Supplementary Table 2).

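S100b rose by 2.11 ± 0.23 on the log2 scale (SE, n = 3 and 3, adjusted p = 4.51e-04) without replicate 1 in the arrays labelled SOX10 +dox. With all 8 arrays as labelled, the difference was 1.00 ± 0.60 (n = 4 and 4) and did not pass the test. The arrays labelled replicate 1 ran the other way, at 7.73 on the one labelled SOX10 -dox and 5.41 on the one labelled SOX10 +dox. The GFP arrays differed by 0.77, and the difference between the lines, 1.34 without replicate 1, did not pass limma's test of that difference (adjusted p = 0.408).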

### Induction of Myelin Gene Expression

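On a list of 29 measured Schwann cell lineage genes, 7 rose without replicate 1 in the arrays labelled SOX10 +dox, 0 fell and 22 did not pass the test (7 rose and 0 fell when adjusted over the list alone; 10 were higher and 1 lower at an unadjusted p under 0.05 from limma). They were the transcription factor genes Egr2, Jun and Zeb2, the receptor genes Erbb3 and Ngfr, S100b and Cntf. Gas7, named only in the paper's table of DEG, lies outside this count (2.30, adjusted p = 0.00127). The call of Zeb2 was lost after quantile normalization and when any 1 array other than SOX10 -dox replicate 4 was left out. In those settings 6 genes rose. With array weights or without SOX10 +dox replicate 4, 1 gene fell (Nab2, a corepressor of Egr2). The list's median log2 difference was 0.25, against 0.09 between the GFP arrays. Camera placed the list above the other genes (adjusted p = 7.32e-05), but not with an estimated correlation (adjusted p = 0.0641 with an estimated correlation). Fry called the list (adjusted p = 0.00227). As labelled over all 8 arrays the median was 0.13 (adjusted p = 0.081) and 0 members passed the test (1 higher and 0 lower at an unadjusted p under 0.05), and the list was called with the dimmest transcript clusters left out (adjusted p = 0.0438) and without SOX10 -dox replicate 1 (0.00813) or SOX10 +dox replicate 1 (0.0048). 8 of its 29 genes are also on another of the lists.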

A large number SOX10-induced DEG were associated with a Schwann cell phenotype, an oligodendrocyte phenotype or both. The transcription factor early growth response protein 2 (*Egr2)* is known to interact with *Sox10* during Schwann cell development (Reed et al. 2022). *Egr2* expression has not yet been related to EGC and *Egr2* appears to be expressed only at low level in the ENS, as determined from single transcriptomic data (see also Fig. 6). Ciliary neurotrophic factor (CNTF) is similarly specifically associated with Schwann cell phenotype, and might be involved in the regulation of ENS development (Chalazonitis et al. 1998; Ito et al. 2006). Amongst other genes of interest, apolipoprotein D (*APOD*) has been associated with perisynaptic Schwann cells, but its expression appears limited within the ENS (Ganfornina et al. 2010; Windster et al. 2023). The ectonucleotide pyrophosphatase/phosphodiesterase 2 (*ENPP2*), also named autotaxin (*ATX*), is another important regulator of glial physiology, both in the central and peripheral nervous system (Savaskan et al. 2007). Interestingly, *Enpp2* expression has recently been demonstrated in EGC, and may be involved in the regulation of intestinal motility (Ahmadzai et al. 2022). Myelin protein zero (*MPZ*) is a known target gene of SOX10 (Peirano et al. 2000). Within the gut, MPZ-positive cells have been described as Schwann-like enteric glia (Windster et al. 2023) or lymphoid-associated glia (Fawkner-Corbett et al. 2021). Nonetheless, immunohistological characterization of MPZ-positive cells in the human ENS suggests these cells to be extrinsic Schwann cells (Woods et al. 2020; Kapur et al. 2022). ERBB3, also known as HER3 (human epithelial growth factor receptor 3), has been shown to play important roles during ENS development and is a well characterized SOX10-target gene (Buac et al. 2008; Prasad et al. 2011). Expression of *ERBB3* has been characterized in adult human EGC (Barrenschee et al. 2015). NESTIN (*NES*) is similarly an important regulator of Schwann cell development and has been demonstrated to be expressed in adult EGC in mice (Grundmann et al. 2016).

Of the myelin-related genes induced by SOX10, proteolipid protein 1 (PLP1) is another direct SOX10-target gene, whose expression in the ENS has been well characterized in the recent years (Progatzky et al. 2021). PLP1 has been shown to be expressed in Schwann cell precursor cells and in EGC (Rao et al. 2015; Jansky et al. 2021; Kapitza et al. 2021), and its expression in intestinal tissue decreases overtime to become barely detectable in adulthood (Patyal et al. 2023). PLP1 functions in the ENS remain largely unclear, despite recent evidences indicating that PLP1-positive EGC may play a role in the regulation of intestinal motility (Rao et al. 2017; Baghdadi et al. 2022; Grubišić and Gulbransen 2022; Woods et al. 2023).

Beside the induction of peripheral glia-related genes, we also observed the aberrant induction of oligodendrocyte-specific genes, including myelin associated oligodendrocyte basic protein (*Mobp)*. 

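Of 21 measured oligodendrocyte lineage genes, 4 rose without replicate 1 in the arrays labelled SOX10 +dox, 0 fell and 17 did not pass the test (5 rose and 0 fell when adjusted over the list alone; 6 were higher and 0 lower at an unadjusted p under 0.05 from limma). They were Mobp, Enpp2, Aspa and Bcas1, a marker of newly forming oligodendrocytes that rose by 3.24 ± 0.37 (SE, n = 3 and 3, adjusted p = 5.4e-04). Pdgfra, the growth factor receptor of oligodendrocyte precursors, had a log2 difference of -0.63 (adjusted p = 0.434). Enpp6, named only in the paper's table of DEG, lies outside this count (2.83, adjusted p = 4.65e-04). The median of the list was 0.29, against 0.26 between the GFP arrays. It was called with camera (adjusted p = 1.09e-05), and not with an estimated correlation (adjusted p = 0.0641 with an estimated correlation). Fry called the list (adjusted p = 0.00128). As labelled over all 8 arrays, the median was 0.16 (adjusted p = 0.027 with camera, 0.442 with an estimated correlation, 0.521 with fry) and 0 members passed the test (0 at an unadjusted p under 0.05). That call was lost with the replicate number as a block (adjusted p = 0.0568) and without SOX10 -dox replicate 2 (adjusted p = 0.191), SOX10 +dox replicate 2 (0.0523), SOX10 -dox replicate 3 (0.0896), SOX10 +dox replicate 3 (0.0826) or SOX10 +dox replicate 4 (0.182).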

As determined from single cell transcriptomic data, *Mobp* does not appear to be expressed in EGC, but is a known SOX10-target gene in oligodendrocytes. Similar SOX10-induced ectopic oligodendrocyte-associated gene expression in satellite glial cells has been observed in a mouse model (Weider et al. 2015). Furthermore, SOX10 overexpression induces the expression of oligodendrocyte-associated genes in multipotent neural precursor cells as well as in induced pluripotent stem cells (Pozniak et al. 2010; García-León et al. 2018; Neyrinck and García-León 2021).

### Identification of Novel EGC-Associated Sox10 Target Genes

Our results also shed a new light on several SOX10-target genes potentially associated with EGC phenotype and functions. Of these genes, *LAMA4*, *ZEB2*, *CTNNAL1*, *ITGA6* and *ITIH5* have previously been associated with Hirschsprung’s disease and *ZEB2* was shown to genetically interact with *SOX10* (Heanue and Pachnis 2006; Watanabe et al. 2017; Cai et al. 2018; Wang et al. 2020; Niu et al. 2020; Sun et al. 2021; Windster et al. 2023; He et al. 2023; Hou and Kang 2023). 

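Without replicate 1, Ctnnal1, a relative of alpha-catenin, rose by 2.30 ± 0.35 (SE, n = 3 and 3, adjusted p = 0.00353) and Itga6, a laminin receptor subunit, by 2.20 ± 0.26 (adjusted p = 6.89e-04) on the log2 scale in the arrays labelled SOX10 +dox. Zeb2, a transcription factor of neural crest cells, rose by 1.02 ± 0.25 (adjusted p = 0.0491). The call of Zeb2 was lost after quantile normalization (adjusted p = 0.054) and without SOX10 -dox replicate 2 (0.167), +dox replicate 2 (0.165), -dox replicate 3 (0.207), +dox replicate 3 (0.11) or +dox replicate 4 (0.0957). With replicate 1 kept as labelled, Zeb2, Ctnnal1 and Itga6 differed by 0.35 ± 0.41, 0.71 ± 0.86 and 0.99 ± 0.65 and none passed the test. Of the arrays labelled replicate 1, the one labelled +dox was lower for these 3 genes, by -1.65, -4.07 and -2.64. On the GFP arrays the differences were -0.35, -0.42 and -0.11. Itih5, which encodes a heavy chain of a hyaluronan-binding inhibitor, rose by 1.42 ± 0.35 without replicate 1 (adjusted p = 0.0473), against 0.85 ± 0.41 as labelled, -0.84 on the arrays labelled replicate 1 and 0.05 on the GFP arrays. Its call was lost after quantile normalization (adjusted p = 0.0501), with array medians centred (0.0547) and without SOX10 -dox replicate 2 (0.18), +dox replicate 2 (0.175), -dox replicate 3 (0.0505), +dox replicate 3 (0.196) or -dox replicate 4 (0.128).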

The lamina 4 gene (LAMA4) has been associated with EGC phenotype in recent scRNA-seq studies (Drokhlyansky et al. 2020).

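Nov, a secreted matrix-associated protein, rose by 4.82 ± 0.47 (SE, n = 3 and 3, adjusted p = 2.13e-04) and Gpr155, a lysosomal membrane protein, by 3.81 ± 0.25 (adjusted p = 1.32e-05) on the log2 scale without replicate 1 in the arrays labelled SOX10 +dox. Fam198b, a Golgi protein, rose by 1.88 ± 0.23 (adjusted p = 7.49e-04) and Ngfr, the low-affinity neurotrophin receptor, by 1.58 ± 0.26 (adjusted p = 0.00573). The transcription factor gene Cebpd rose by 2.24 ± 0.52 (adjusted p = 0.0372) and Npr3, a clearance receptor of natriuretic peptides, by 1.22 ± 0.30 (adjusted p = 0.0458). In replicate 4 Cebpd differed by 0.04 and Npr3 by 0.37, against 3.63 and 1.88 in replicate 2 and 3.04 and 1.43 in replicate 3. The calls of both were lost without SOX10 -dox replicate 2 (adjusted p = 0.146 for Cebpd and 0.174 for Npr3), +dox replicate 2 (0.155 and 0.184), -dox replicate 3 (0.143 and 0.191) or +dox replicate 3 (0.162 and 0.114). With replicate 1 as labelled, the 6 genes differed by 0.50 ± 0.44 (Npr3) to 2.23 ± 1.38 (Nov) and none passed the test. Of the arrays labelled replicate 1, the one labelled +dox was lower for all 6, from -5.54 (Nov) to -1.22 (Ngfr). The GFP arrays differed by -0.74 (Cebpd) to 0.60 (Ngfr).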

Our results also highlight *Aatk*, *Aspa*, *Nov*/*Ccn3*, *Cebpd*, *Fam198b*, *Gpr155*, *Ngfr*, *Npr3*, *Phlda1* and *Rnf130* as potential regulators of peripheral glial phenotype (Mersmann et al. 2011; Reiprich et al. 2017; Magi et al. 2018; de la Vega Gallardo et al. 2020). *Nov* expression has been shown to be induced in differentiating enteric progenitor cells (Neckel et al. 2016). *FAM198b* has previously been associated with glial plasticity observed during perineural invasion (Zhang et al. 2019). *PHLDA1* has been reported to be involved in the regulation of Erbb, which plays a major role in ENS development (Magi et al. 2018). RNF130 has been shown to be involved in the regulation of Wnt signalling and may regulate tau protein expression (Kim et al. 2023). *GPR155*, also named LYCHOS, has recently been described as a lysosomal cholesterol sensor protein (Shin et al. 2022). Nonetheless, little is yet known about the functions of these genes of interest in the regulation of glia functions.

### Implication for Multiple Sclerosis

Expression of a large set of identified Sox10-genes target genes showed increased expression within active plaques in the CNS of MS patients (Han et al. 2012). In line with these results, induction of myelin-related genes has been confirmed in a recent study (Elkjaer et al. 2024). Besides myelin genes, *PHDLA1* has been associated with MS (Jokubaitis et al. 2023; Lerma-Martin et al. 2024). Furthermore, our data indicate that *Nes* expression is increased in the CNS of EAE mice and MS patients, confirming previous results (Snethen et al. 2008). These results also suggest that *Nes* may similarly be induced in the ENS under MS condition and that SOX10 induction may lead to the activation of genes associated with neural precursor cells in MS. Nonetheless, further studies are needed to investigate the potential role of Nestin activation in MS.

Taken together, our results support that SOX10 expression level play a key role in the regulation of both central and peripheral glial phenotype (Pingault et al. 2022). Further development of cellular tools and future studies are required to identify potential co-factors and signaling pathways involved in the fine tuning of *Sox10* expression level in EGC and in the regulation of glial phenotype both *in vitro* and *in vivo*. These steps appear as important prerequisites toward the development of a controlled stem cell-based therapy for central and peripheral neuropathy as well as for gastro-intestinal motility disorders.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Microarray data that supports the findings of this study have been deposited in the GEO databank under the accession number GSE249205.

How the deposited data were processed for this re-analysis (not part of the article)

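Gene expression of JUG2 cells, a rat enteric glial cell line, was measured on 10 Clariom S arrays: 4 labelled SOX10 -dox, 4 SOX10 +dox, 1 GFP -dox and 1 GFP +dox. The +dox cells had received 1 µg/ml doxycycline for 48 h. The authors processed the arrays with the Transcriptome Analysis Console and deposited log2 signals, 1 per probe set and array. The method of summarization and normalization is not given in the sources used here. The table holds 24834 probe sets, of which 1646 controls (31 AFFX, 1552 RG and 63 ERCC) were left out and 23188 transcript clusters were tested. Array medians lay between 6.69 and 6.86. The number of arrays limits the precision. The data behind the ChIP-seq comparison, the MS plaques, RT-qPCR, western blots and tissue of EAE mice were not analysed here.

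A table of the platform gave 1 gene symbol to 15049 transcript clusters, which represent 15037 genes. All 15049 of their Entrez IDs matched the rat gene table, and 8139 transcript clusters had no symbol. For a gene with several transcript clusters, the one with the highest mean over all arrays was used. A further 315 transcript clusters are named only in the paper's Supplementary Table 2, among them Aatk and Lama4. These names were used for single genes but not for gene lists, since that table holds only genes called in it, so members such as Pmel, Gjc3, Gas7, Enpp6, Ednrb, Lox, Col6a1 and Col5a2 lie outside the counts of their lists. Nov and Fam198b are listed under their current symbols Ccn3 and Gask1b. The cluster of Itih5 carries a second name there, LOC684327, which the gene table gives the Entrez ID of Itih5; this match was added after the values were seen. Some genes the paper names are not reported here.

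The 4 groups were fitted in 1 linear model with limma 3.58.1 in R 4.3.3. The contrasts were SOX10 +dox against SOX10 -dox, GFP +dox against GFP -dox, the difference of these effects, and SOX10 -dox against GFP -dox. With 1 array per group, the GFP arrays were assumed to vary like those of the SOX10 line. P-values were adjusted by the Benjamini-Hochberg method over all transcript clusters. A call needed an adjusted p under 0.05, as in the legend of Fig. 2, and a difference of at least 2-fold. The methods give an adjusted p under 0.01, which was run as an alternative. Errors of log2 differences are standard errors of the fit. Since Sox10 ran against the labels of both replicate 1 arrays, the contrasts were computed with all 8 SOX10 arrays as labelled, the design fixed before the data were examined, and again without replicate 1 of both SOX10 groups (3 arrays against 3), which was chosen after the values were seen. Which arrays the paper used could not be read from its tables: group means over 121 subsets of the arrays, all within the labelled groups, matched those of Supplementary Table 2 within 0.011 (log2) for at most 0.319% of its transcript clusters. Subsets with the replicate 1 arrays exchanged were not tried. The paper's +dox means also lay a median of 0.0377 above those of SOX10 +dox replicates 2 to 4, more than the tolerance. The search therefore could not decide which arrays were used.

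The 15 gene lists (myelin structural genes, Schwann cell lineage, oligodendrocyte lineage, enteric glia, melanocyte lineage, neuronal, mesenchymal and extracellular matrix, cell cycle, cholesterol synthesis, Id, Hes and Notch, interferon and inflammation, amino acid and mitochondrial stress, macrophage and microglia, endothelial and epithelial, and housekeeping genes) were fixed before the data were examined, as were the rule for named genes and all alternatives other than those without replicate 1. The values of Supplementary Table 2 had been seen by then. Lists were tested with camera at a preset correlation of 0.01, with camera and an estimated correlation, and with fry, each adjusted over the 15 lists. Camera ranks a list against the other genes, and fry tests whether its genes move 1 way on balance. Members passing the test were counted with p-values adjusted over all transcript clusters and adjusted over the list alone. Named genes were those the paper's text names, the genes in Supplementary Table 3 for the ontology terms it names, the 12 largest differences each way among called transcript clusters whose groups did not overlap, the 4 members of each list with the smallest adjusted p, and the 5 largest differences each way in the GFP contrast and between the untreated lines. In the copy of Supplementary Table 3 used here, columns headed as p-values hold values above 1 and the table breaks off, so no value of it was used. A percentile of the untreated markers among all transcript clusters was computed as set out beforehand but is not interpreted, since signals of different probes are not comparable.

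The arrays share replicate numbers. Whether a number marks a shared culture was checked by correlating the deviations of same-numbered arrays from their group means. Without replicate 1 these correlations were 0.194, 0.15 and 0.411 for replicates 2, 3 and 4, so that the numbers pair the arrays by the measure chosen (over 0.1 in all 3 pairs). The highest correlation with an array of another number was 0.171, 0.13 and -0.264, so that for replicates 2 and 3 the measure hardly sets the own number apart. A fit with the replicate number as a block was run as an alternative. The other alternatives were quantile normalization, array medians centred, the 25% of transcript clusters with the lowest mean left out, a trend and robust variance prior, array weights, transcript clusters that differed 2-fold the same way between the GFP arrays left out, and leaving out each SOX10 array in turn. Without replicate 1 of both groups, they were run again on the remaining arrays.

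The model was tested on simulated data with 200 of 23188 transcript clusters changed. In comparisons of 4 arrays against 4, it recovered 31.3% of 2-fold, 91% of 4-fold and 93.9% of 8-fold changes, and with 3 against 3 it recovered 8.96%, 70.1% and 86.4%. With the labels of replicate 1 exchanged in the simulated 4 against 4, 0% of the changes were recovered and the estimated differences had a slope of 0.49 on the true ones. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.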

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

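The comparison without replicate 1 and all tests of explanations in this part were chosen only after the results were seen.

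Replicate 1 of the SOX10 line stood apart in both groups. For Sox10, the gap between replicate 1 and the nearest other array was 0.953 of the range of the 4 arrays labelled SOX10 -dox and 0.936 of the range of those labelled SOX10 +dox. Among 39 genes the paper names, replicate 1 stood apart by this measure for 20 in SOX10 -dox and 13 in SOX10 +dox, and any other replicate for 0 in each (78 groups were tested, and chance flags about 1 in 20 groups). All these genes were read on the same arrays, so the groups are not independent trials.

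In replicate 1, 99% of the 812 transcript clusters called without it differed with the opposite sign (slope -0.989 on the difference in replicates 2 to 4), which is consistent with exchanged labels of these 2 arrays, a hypothesis found and tested on the same data. A mixture of the RNA of both cultures is argued against, since over the 45 transcript clusters over 10-fold higher the array labelled SOX10 +dox replicate 1 lay at a median of only 0.0409 (log2) above SOX10 -dox replicates 2 to 4. A culture labelled +dox that was not induced, beside a culture labelled -dox that was, cannot be told apart from exchanged labels: Sox10 on the array labelled SOX10 -dox replicate 1 lay 0.0376 (log2) from the mean of SOX10 +dox replicates 2 to 4, as both would give. The paper's RT-qPCR and protein measures run the way of replicates 2 to 4, which does not settle what these arrays hold. No biological explanation was tested.

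The comparison was repeated on every split of the SOX10 arrays into groups of the same sizes. With all 8 arrays, the labelled split called 0 transcript clusters and 0 over 10-fold higher, so all 35 splits are as large whatever the data and these counts say nothing about chance. The highest counts in another split were 987 called, in the split that exchanges the replicate 1 arrays, and 50 over 10-fold higher, which points to a structure of the samples. Gene lists called numbered 5 as labelled and at most 9 in another split, and 10 of the 35 splits called as many, so that chance cannot be excluded. Without replicate 1, the 10 splits are too few for a share under 0.05. There the labelled split gave 812 called transcript clusters against at most 0 in another split, 45 against 0 over 10-fold higher and 9 against 7 lists, and 1 split, the labelled one, was as large in each case. Of the 10, 4 part all same-numbered arrays, and among these the highest of the others were 0 called and 2 lists; the other 6 keep 1 same-numbered pair together in each group.

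Replicate 4 of the SOX10 line and the GFP arrays stood apart from the other arrays on the second principal component (17.4% of the variance, after 39.2% for the first), at -15.7 and -46.8 for replicate 4 and -9.09 and -36.3 for GFP, against values from 1.92 to 40.1 for the others. A batch shared by these arrays may be involved: the difference of SOX10 +dox replicate 4 from replicate 2 correlated with that of GFP -dox from SOX10 -dox replicate 3 across transcript clusters, which are not independent replicates (r = 0.291). Over 8 choices of the arrays set against each other, r was 0.277 to 0.337, on both sides of the bound of 0.3 chosen for a batch, so this stays open. Unequal signal distributions are argued against as the whole cause, since quantile normalization left r at 0.274, and at 0.24 to 0.296 over the 8 choices (78.3% to 94.4% of the value before). An earlier bound for this test could not have been met and was replaced after its outcome was seen. Neither the labels nor the paper name a batch, and the GFP arrays are also another line, so that batch and line cannot be told apart. No biological explanation was tested.

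The 2 GFP arrays differed at least 2-fold at 1376 transcript clusters, none called. An effect of doxycycline common to both lines is argued against as the cause for these as a set, since their median difference in the SOX10 line without replicate 1 was 0.0558 (log2) in the direction of the GFP difference. An earlier form of this test, on other transcript clusters and with the same outcome, had been seen before it was chosen. Unequal signal distributions are argued against as the whole cause, since 1277 were 2-fold apart after quantile normalization, 993 of the 1376 in the same direction among them and 284 not 2-fold apart before. Replicates 2 and 3 of the SOX10 line differed by as much at 645 (-dox) and 555 (+dox), and pairs of 1 condition that include replicate 4 at 1318 to 1758. Effects of GFP or of doxycycline in the GFP line alone were not tested.

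The effect of doxycycline differed between the lines by limma's test of the difference at 83 transcript clusters that were higher and 6 that were lower in the SOX10 line without replicate 1, and at 0 of either as labelled (884 at an unadjusted p under 0.05). The 2 counts were 47 and 0 without SOX10 -dox replicate 2, 46 and 0 without SOX10 +dox replicate 2, 43 and 0 without SOX10 -dox replicate 3, 47 and 1 without SOX10 +dox replicate 3, 59 and 1 without SOX10 -dox replicate 4, and 166 and 11 without SOX10 +dox replicate 4. With the replicate number as a block, 10 were lower.

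Without replicate 1, camera at the preset correlation called 4 lists that the paper does not discuss and whose median lay further from 0 than between the GFP arrays, and with an estimated correlation it called none of them (adjusted p = 0.123 for melanocyte and for mesenchymal, 0.407 for cell cycle and 0.288 for amino acid stress genes). Of these 4 lists, fry called only the melanocyte lineage genes (adjusted p = 0.0349). The median log2 difference was 0.42 for melanocyte lineage genes, -0.52 for mesenchymal and extracellular matrix genes, -0.57 for cell cycle genes and -0.51 for amino acid and mitochondrial stress genes. Between the GFP arrays the medians were 0.08, -0.34 and -0.38 for the first 3, in the same direction, and 0.16 for amino acid and mitochondrial stress genes, in the other.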

How the results depend on the processing

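Values without replicate 1, and the alternatives run on those arrays, were chosen only after the data were seen. Unless said otherwise, list values are adjusted p from camera, and the cause of a change was not tested. As labelled, the counts of called transcript clusters were 0 in every alternative that kept a replicate 1 array. Without replicate 1, 78 of 140 named genes had an adjusted p under 0.05 (76 of them with at least 2-fold). None of those run turned direction in an alternative, and 0 (replicate block, trend and robust variance prior, array weights, and dimmest transcript clusters left out, which kept 75 of the 78), 1 (medians centred), 3 (quantile normalization) or 7 to 17 (leaving out 1 array) rose above 0.05. Of the other 62, 14 fell under 0.05 with the replicate block, 4 of them with at least 2-fold (Car9, Fa2h, Met and Tagln), 6 with array weights (3 with at least 2-fold), 0 to 2 in the other alternatives on all 6 arrays, and 0 to 5 when leaving out 1 array. The median shift over all transcript clusters stayed within 0.04 of 0. The size of the arrays' groups limits what can be called, and signals near background were not treated apart except where the dimmest 25% were left out.

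Leaving out replicate 1 of both SOX10 groups moved the SOX10 effect from 0 to 525 higher and 287 lower (45 and 1 over 10-fold) and the difference between the lines to 83 and 6. Lists moved to 7.32e-05 (Schwann cell), 6.94e-04 (enteric glia), 0.00402 (melanocyte), 1.41e-06 (cell cycle), 0.0191 (Id, Hes and Notch) and 0.173 (macrophage).

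As labelled, same-numbered arrays were not paired by the measure chosen (r = -0.545, -0.0293, -0.0566 and 0.296 for replicates 1 to 4). These are deviations from group means that include replicate 1, so they do not show how replicates 2 to 4 are related. There the replicate block left 0 calls and gave 0.0568 for both oligodendrocyte and amino acid stress genes; its counts had been seen before the check. Without replicate 1, the replicate block gave 637 higher and 375 lower, moved the difference between the lines to 10 lower and the melanocyte lineage genes that rose from 1 to 2, and changed no call of a list and no other count of calls by over 1.5 times. With the block, 6 myelin, 5 oligodendrocyte and 6 enteric glia genes rose, against 5, 4 and 5 without it. There 4 mesenchymal and 3 amino acid stress genes fell, against 3 and 2 without the block.

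As labelled, amino acid stress genes were at 0.0533 after quantile normalization. With the dimmest transcript clusters left out, as labelled, Schwann cell genes were at 0.0438, amino acid stress at 0.068 and macrophage genes at 0.0599, and without replicate 1 Id, Hes and Notch genes were at 0.0681. With an estimated correlation, as labelled, myelin, oligodendrocyte, mesenchymal and amino acid stress genes were at 0.442 and macrophage genes at 0.424, and with fry at 0.521 and 0.45. Without replicate 1, an estimated correlation gave 0.123 for myelin, enteric glia, melanocyte, mesenchymal and Id, Hes and Notch genes, 0.0641 for Schwann cell and oligodendrocyte genes, 0.407 for cell cycle and 0.288 for amino acid stress genes, and fry gave 0.0542 (mesenchymal), 0.225 (cell cycle) and 0.107 (amino acid stress), but called the other lists that camera called: 0.0112 (myelin), 0.00227 (Schwann cell), 0.00128 (oligodendrocyte), 0.00341 (enteric glia), 0.0349 (melanocyte) and 0.0112 (Id, Hes and Notch). Without replicate 1, array weights gave 2 over 10-fold lower and a difference between the lines of 186 higher and 20 lower, and an adjusted p under 0.01 gave 308 higher and 113 lower, with 27 and 0 for the difference between the lines.

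Leaving out 1 further array without replicate 1 gave 333 to 639 higher, 140 to 324 lower, 0 to 2 over 10-fold lower, and 43 to 166 higher and 0 to 11 lower for the difference between the lines. Cholesterol synthesis genes ranged from 0.00229 to 0.281, Id, Hes and Notch genes from 0.00947 to 0.0598 and housekeeping genes from 0.0319 to 0.995. As labelled, the ranges over single arrays left out were 8.25e-05 to 0.106 (myelin), 0.0048 to 0.268 (Schwann cell), 0.0015 to 0.191 (oligodendrocyte), 0.0297 to 0.468 (enteric glia), 0.0132 to 0.4 (melanocyte), 0.0453 to 0.445 (neuronal), 1.73e-07 to 0.489 (cell cycle), 0.00159 to 0.914 (cholesterol), 0.0199 to 0.4 (Id, Hes and Notch), 0.0015 to 0.368 (amino acid stress), 0.00438 to 0.103 (macrophage) and 0.0217 to 0.668 (housekeeping). Without SOX10 +dox replicate 4, cholesterol synthesis genes turned to higher with doxycycline, at 0.00424 as labelled and 0.0163 without replicate 1.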

Differences from the paper's values

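In this part, the comparison without replicate 1 and the split with exchanged replicate 1 arrays were chosen or singled out after the values were seen, as were the alternatives run without replicate 1. The alternatives run on the arrays as labelled were set before the data were examined. The paper counts 620 DEG higher and 356 lower after SOX10 induction at a fold of 2, and its Supplementary Table 2 holds 50 and 1 at a fold of 10. With all 8 arrays as labelled, 0 were called in each of these, at an adjusted p under 0.05, as in the legend of Fig. 2 (the methods give 0.01). All alternatives set before the data were examined also gave 0, among them an adjusted p under 0.01, so none of them comes within 1.5 times of the paper's counts. Without replicate 1, chosen after seeing the values, the counts were 525, 287, 45 and 1, which are within 1.5 times of the paper's, and this drops 222 of the paper's 976 called transcript clusters. With the replicate block as well it called 637 higher and 375 lower, 909 of the paper's 976 among them. Of the 35 splits of the 8 arrays, the one with the replicate 1 arrays exchanged, also singled out after the values were seen, called 987, of which 50 were over 10-fold higher.

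Supplementary Table 2 gives larger log2 differences than the arrays as labelled for genes the paper names, of which 9 are given here. The paper's value and the value as labelled are 4.41 and 1.52 for Egr2, 4.11 and 1.76 for Mobp, 2.35 and 1.22 for Nes, 2.17 and 1.00 for S100b, 3.57 and 0.87 for Mbp, 2.75 and 1.16 for Aatk, 2.32 and 0.99 for Itga6, 5.44 and 2.23 for Nov, and 3.03 and 0.77 for Cebpd. Of the alternatives set before the data were examined, array weights, leaving out SOX10 -dox replicate 1 and leaving out SOX10 +dox replicate 1 came within the replicate SD as labelled of the paper's values for all 9 genes, as did leaving out SOX10 +dox replicate 4 for Mbp. That SD includes replicate 1 and is wide, so this does not show agreement. The replicate block, quantile normalization, medians centred, the dimmest 25% left out, the trend and robust variance prior, and leaving out any other array did not. Other genes the paper names also had larger values in Supplementary Table 2 than as labelled, such as 8.22 and 4.11 for Enpp2, 7.13 and 3.55 for Erbb3, 7.02 and 3.97 for Apod and 6.59 and 3.37 for Sox10, and lay within the SD as labelled, which was 4.62, 4.06, 3.30 and 3.30 for them. By the SD of replicates 2 to 4, a measure chosen after seeing the values, 25 of 27 genes reported here that the paper names lay outside as labelled, 19 with array weights, 18 without SOX10 -dox replicate 1, 21 without SOX10 +dox replicate 1, 24 of 26 with the dimmest 25% left out, and 25 or 26 in the other alternatives. Without replicate 1 of both groups, also chosen after seeing the values, 0 of 27 lay outside.

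The paper states inductions of over 10-fold for Apod, Pmp2, Egr2 and Mobp, among others. As labelled, Pmp2, Egr2 and Mobp were under 10-fold, with log2 differences of 3.00, 1.52 and 1.76, and Apod was over 10-fold (3.97), none of the 4 past the test. All 1566 transcript clusters of Supplementary Table 2 had the paper's sign without replicate 1 (r = 0.996 across transcript clusters, which are not independent replicates). The paper's differences correlated at -0.937 with the difference of the arrays labelled replicate 1, and at 0.984, 0.983 and 0.954 with those of replicates 2, 3 and 4.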

Other observations

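Values in this part are given without replicate 1, a choice made after the data were seen, with values as labelled beside them. Mesenchymal and extracellular matrix genes were lower in rank with camera (23 measured, 3 fell, 1 rose and 19 did not pass the test; 4 fell and 1 rose when adjusted over the list alone; adjusted p = 7.32e-05, and adjusted p = 0.123 with an estimated correlation and 0.0542 with fry). Lox, Col6a1 and Col5a2, named only in the paper's table of DEG, lie outside this count (-1.52, -1.31 and -1.03, adjusted p = 0.0059, 0.00824 and 0.0198). Col6a2, a chain of collagen VI, fell by 1.55 (log2, adjusted p = 0.00279), as did the matrix proteoglycan gene Fmod and Islr, whose calls were both lost without SOX10 +dox replicate 2 (0.116 and 0.17), SOX10 +dox replicate 3 (0.12 and 0.183) or SOX10 -dox replicate 4 (0.0579 and 0.137), so that 1 fell there, and 5 fell without SOX10 +dox replicate 4. The call of Islr was also lost after quantile normalization (0.052) and without SOX10 -dox replicate 2 (0.0697) or 3 (0.0806), while Postn, a matrix protein, rose by 1.91 (adjusted p = 0.00185). As labelled the median of the list was -0.31 (adjusted p = 9.85e-04 with camera, 0.442 with an estimated correlation, 0.521 with fry) and 0 members passed the limma test (0 higher and 2 lower at an unadjusted p under 0.05). Of 25 cell cycle genes, 1 fell, 0 rose and 24 did not pass the test (1 fell and 0 rose when adjusted over the list alone; 8 were lower and 0 higher at an unadjusted p under 0.05 from limma; adjusted p = 1.41e-06, and adjusted p = 0.407 with an estimated correlation and 0.225 with fry). The gene that fell was Tyms, an enzyme of thymidylate synthesis (-1.23, adjusted p = 0.0126), and its call was lost without SOX10 -dox replicate 2 (0.063), SOX10 -dox replicate 3 (0.066) or SOX10 +dox replicate 3 (0.0519), while 2 fell without SOX10 -dox replicate 4 (Tk1 as well). As labelled the median of cell cycle genes was -0.16 (adjusted p = 0.081).

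Among 17 Id, Hes and Notch genes, 4 fell, 1 rose and 12 did not pass the test (4 fell and 1 rose when adjusted over the list alone), with a median of -0.18 against -0.33 between the GFP arrays (adjusted p = 0.0191, and adjusted p = 0.123 with an estimated correlation). Fry called the list as well (adjusted p = 0.0112). The camera call of the list was lost with the dimmest transcript clusters left out (adjusted p = 0.0681) and without SOX10 -dox replicate 3 (0.0598). Id1, an inhibitor of helix-loop-helix transcription factors, fell by 1.98 (adjusted p = 0.00504), as did Id2, Id3 and Smad7, of which Id2 (0.0783) and Smad7 (0.0667) lost their call without SOX10 -dox replicate 3, so that 2 fell there. Id2 also lost it without SOX10 -dox replicate 2 (0.0713) and Smad7 without SOX10 +dox replicate 2 (0.0667). Hey1, a target of Notch signalling, rose by 2.07 (adjusted p = 0.004). As labelled the median was -0.11 (adjusted p = 0.115). Of 21 amino acid and mitochondrial stress genes, 2 fell, 0 rose and 19 did not pass the test (2 fell and 0 rose when adjusted over the list alone; 7 were lower and 0 higher at an unadjusted p under 0.05; adjusted p = 0.00124, and adjusted p = 0.288 with an estimated correlation and 0.107 with fry). Ddit4, an inhibitor of mTORC1, fell by 1.81 (adjusted p = 0.00719), and Pck2, a mitochondrial enzyme, fell by 1.22 (adjusted p = 0.0238), but its call was lost without SOX10 -dox replicate 2 (0.107), SOX10 +dox replicate 2 (0.113), SOX10 -dox replicate 3 (0.114) or SOX10 +dox replicate 4 (0.0534), where 1 gene fell. As labelled the median was -0.19 (adjusted p = 0.027, and 0.442 with an estimated correlation and 0.521 with fry), and that call was lost after quantile normalization (0.0533), with the replicate number as a block (0.0568), with the dimmest transcript clusters left out (0.068) and without SOX10 -dox replicate 2 (0.162), SOX10 -dox replicate 3 (0.368) or SOX10 +dox replicate 4 (0.285). Of 14 melanocyte lineage genes, 1 rose, 0 fell and 13 did not pass the test (2 rose and 0 fell when adjusted over the list alone; 3 were higher and 0 lower at an unadjusted p under 0.05; adjusted p = 0.00402, and adjusted p = 0.123 with an estimated correlation). Pmel, which rose by 7.35, is named only in the paper's table of DEG and lies outside this count. Fry called the list (adjusted p = 0.0349). With the replicate number as a block, as in 4 other alternatives on all 6 arrays, 2 rose, the other being Met, the hepatocyte growth factor receptor (1.54, adjusted p = 0.00496 with the block). The gene that rose without the block was Kit, a growth factor receptor (1.29, adjusted p = 0.0346), and its call was lost without SOX10 -dox replicate 2 (0.144), SOX10 -dox replicate 3 (0.146), SOX10 +dox replicate 3 (0.153) or SOX10 +dox replicate 4 (0.0586). As labelled the median of melanocyte genes was 0.24 (adjusted p = 0.088).

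Other lists were not called without replicate 1. Of 20 macrophage and microglia genes, 1 rose and 2 fell (1 and 2 when adjusted over the list alone; median 0.17, GFP 0.07, adjusted p = 0.173): Mpeg1 rose (without SOX10 -dox replicate 4 Cybb as well), and Fcgr2a and Cd14, a lipopolysaccharide receptor (-1.57, adjusted p = 0.00661), fell. As labelled macrophage genes were called with camera (median 0.13, adjusted p = 0.0146, and 0.424 with an estimated correlation and 0.45 with fry), but not with the dimmest transcript clusters left out (0.0599) or without SOX10 -dox replicate 1 (0.0771), SOX10 -dox replicate 2 (0.0701) or SOX10 +dox replicate 4 (0.103). Of 26 interferon and inflammation genes 1 rose and 1 fell (1 and 1 when adjusted over the list alone; median 0.01, GFP -0.07, adjusted p = 0.951), the former being Cxcl9, a chemokine, whose call was lost without SOX10 +dox replicate 2 (0.0938), SOX10 -dox replicate 3 (0.0527), SOX10 +dox replicate 3 (0.0965) or SOX10 -dox replicate 4 (0.0578), and the latter being Ifit2, an interferon-induced protein (-1.71, adjusted p = 0.00135). Of 15 endothelial and epithelial genes 1 rose and 1 fell (1 and 1 when adjusted over the list alone; median 0.05, GFP 0.15, adjusted p = 0.985), the former being Krt19, an epithelial keratin (2.04, adjusted p = 0.00244), and the latter Flt1, an endothelial receptor, whose call was lost without SOX10 +dox replicate 2 (0.0701) or SOX10 +dox replicate 3 (0.0739). A further transcript cluster of Flt1, named only in the paper's table of DEG, did not pass the limma test (-1.002, adjusted p = 0.0637). Epcam, an epithelial adhesion molecule, had an adjusted p of 0.0272 at -0.98, just under 2-fold, and passed the test after quantile normalization and without SOX10 -dox replicate 4. Of 20 cholesterol synthesis genes and 14 housekeeping genes, limma called 0 (0 and 1 at an unadjusted p under 0.05, medians -0.13 and -0.22, GFP -0.26 and -0.04, adjusted p = 0.955 and 0.227 with camera). Cholesterol synthesis genes were called lower without SOX10 -dox replicate 4 (0.00229) and higher without SOX10 +dox replicate 4 (0.0163), and housekeeping genes lower without SOX10 +dox replicate 2 (0.0319).

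Rps6, the gene the paper used to normalize RT-qPCR, had a log2 difference of -0.87 ± 0.36 (SE, adjusted p = 0.284) without replicate 1 and -0.53 ± 0.40 as labelled. With the replicate number as a block, without replicate 1, it was -0.87 ± 0.19 (adjusted p = 0.0295), under 2-fold and so not a call. Supplementary Table 2 of the paper gives -0.8 for Rps6. The paper chose Rps6 because its level relative to Gapdh stayed stable. Gapdh had -0.24 ± 0.21 (adjusted p = 0.694, and -0.24 ± 0.19 with adjusted p = 0.558 with the block) and -0.13 ± 0.23. Among the largest differences between the untreated lines without replicate 1, Mt1, a metallothionein, was higher in the SOX10 line by 2.57 and Krt15, a keratin, was lower (-2.41), neither past the test.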
